# Estrogen-related receptor alpha (ERRα) promotes gastrointestinal stromal tumor progression and epithelial-mesenchymal transition through Wnt/β-catenin

**DOI:** 10.21203/rs.3.rs-9930164/v1

**Published:** 2026-06-24

**Authors:** Ronald DeMatteo, Taylor Hartlein, Shan Zeng, Ferdinand Rossi, Montana Morris, Jonathan Sussman, Michael Beckman, Iulia Barbur, Kevin Do, Juan Esteban Perez, Gabrielle Cole, Danielle Fortuna, Jake Mlakar, E. Petersson

## Abstract

Gastrointestinal stromal tumor (GIST) is the most common human sarcoma and primarily driven by a gain-of-function mutation in either the KIT or PDGFRA receptor tyrosine kinase. Estrogen-related receptor alpha (ERRα, encoded by *ESRRA*) is an orphan nuclear receptor that shares structural homology and overlapping transcriptional targets with estrogen receptor alpha (ERα). We found that ERRα was highly expressed in human GIST cell lines and human GIST surgical specimens. Pharmacologic inhibition of ERRα using the inverse agonist XCT790 or siRNA-mediated knockdown of ERRα reduced viability, colony formation, and migration of human GIST cell lines. Furthermore, XCT790 suppressed the growth of established tumor xenografts. ERRα knockdown in GIST T1 cells reduced Hallmark Epithelial-Mesenchymal Transition (EMT) by gene set enrichment analysis of RNA-seq data and β-catenin was identified as a key differentially expressed gene. Lastly, ERRα co-immunoprecipitated with nuclear β-catenin and ERRα knockdown decreased levels of active nuclear β-catenin. Thus, ERRα promotes tumor progression and EMT in GIST, revealing a novel molecular pathway and potential therapeutic target.

## INTRODUCTION

Gastrointestinal stromal tumor (GIST) is the most common human mesenchymal tumor, arising from specialized pacemaker cells in the gut known as the interstitial cells of Cajal (1). GISTs most frequently originate in the stomach and small intestine, but can occur anywhere along the gastrointestinal tract (1). The molecular pathogenesis of GIST is characterized by gain-of-function mutations in receptor tyrosine kinases (RTKs), with approximately 80% of cases harboring mutations in *KIT* and an additional 10% in *PDGFRA* (2). These mutations result in constitutive RTK activation of downstream signaling pathways, including PI3K/AKT, MAPK/ERK, and STAT, culminating in uncontrolled cell proliferation and survival (2). Imatinib mesylate, the first line therapy, and other tyrosine kinase inhibitors (TKIs) reduce these oncogenic signaling cascades. Though imatinib has dramatically improved outcomes for advanced GIST, most patients eventually develop secondary resistance and subsequent TKIs generally have short-lived efficacy (2). Resistance typically results from a secondary KIT mutation that reduces TKI binding, but there are likely other non-genetic mechanisms (3). Importantly, many of these non-genetic adaptations are thought to emerge early during TKI treatment, prior to the acquisition of secondary kinase mutations, suggesting that preventing or delaying this initial adaptive reprogramming may be therapeutically critical.

Estrogen-related receptor alpha (ERRα) is encoded by the *ESRRA* gene and is an orphan nuclear hormone receptor. Despite its structural homology to estrogen receptor-alpha (ERα), ERRα is not activated by hormone binding. Instead, it is constitutively expressed in most tissues and depends on co-factor binding for transcriptional activity (4). ERα and ERRα both can bind estrogen response elements (EREs) and therefore share some transcriptional targets, but they largely maintain independent and distinct transcriptional programs (5). ERRα is a master regulator of metabolism, primarily in tissues expressing the co-activators PPARγ coactivator-1α and β (PGC-1α and PGC-1β), and controls differentiation of mesenchymal stem cells during development (6).

Epithelial-mesenchymal transition (EMT) is a cellular reprogramming process whereby cells lose epithelial characteristics, such as cell-cell adhesion and apical-basal polarity, and acquire mesenchymal properties that confer enhanced migratory and invasive capabilities (7). This process is mediated by the transcription factors Snai1/2, ZEB, and Twist1/2 and characterized by the gradual loss of E-cadherin and simultaneous upregulation of mesenchymal markers, such as N-cadherin, vimentin, fibronectin, and matrix metalloproteinases (MMPs). This is a reversible and dynamic process, as cells are able to regain an epithelial phenotype or exist in hybrid states with varying degrees of epithelial and mesenchymal characteristics (7). For mesenchymal tumors, like GIST, tumor cells already exist in a mesenchymal state, so it is less likely that sarcomas fully undergo EMT as epithelial tumors do. However, it is not uncommon for sarcomas to express some epithelial markers and exist in varying degrees of epithelial or mesenchymal differentiation. It has been proposed that some sarcomas reside in an intermediate EMT state and have the ability to fluctuate between a more mesenchymal-like or more epithelial-like state, which can ultimately influence aggressiveness and metastatic potential (8). For example, in osteosarcoma and synovial sarcoma, a shift towards the mesenchymal state promotes tumor invasion, migration, and metastatic spread (9, 10)

Here, we tested the hypothesis that ERRα drives GIST pathogenesis. Using a human GIST tissue microarray, pharmacologic and genetic ERRα inhibition in human GIST cell lines, whole-transcriptome RNA sequencing, and xenograft modeling, we identify ERRα as a previously uncharacterized driver of GIST progression that promotes tumor growth, EMT, and cell migration. We further demonstrate that ERRα regulates EMT at multiple upstream transcriptional nodes and engages the Wnt/β-catenin pathway through direct physical association with nuclear β-catenin. These findings establish the ERRα–β-catenin axis as a therapeutic vulnerability in GIST and suggest that ERRα inhibition may represent a strategy for increasing the effects of tyrosine kinase inhibitors and overcoming adaptive TKI resistance.

## MATERIALS AND METHODS

### Animals.

Age- and sex-matched *Kit*^*ΔV558/+*^ mice were maintained in a pathogen-free animal facility and used in accordance with an Institutional Animal Care and Use Committee (IACUC) approved protocol. Ovariectomy was performed on 5-week-old female *Kit*^*ΔV558/+*^ mice under inhalational Isoflurane via a single dorsal incision, sharp dissection of the lumbar fascia, and removal of the ovaries under direct visualization. Controls underwent sham operation. 5-week-old female *Kit*^*ΔV558/+*^ mice and 14-week-old male *Kit*^*ΔV558/+*^ mice were treated with daily tamoxifen gavage (100mg/kg) or vehicle for 3 weeks prior to tumor harvest. NOD SCID gamma (NSG) mice were bred in our institutional facility.

### Cell culture.

Human GIST-T1 (RRID:CVCL_4976) and HG129 cell lines have *KIT* exon 11 deletions and are imatinib-sensitive (11, 12). HG130 has exon 11 W557R + 13 V654A mutations and is imatinib and sunitinib-resistant (13). GIST cell lines were cultured in RPMI-1640 supplemented with L-glutamine and 25 mmol/L HEPES, 10% fetal bovine serum (FBS), and 1% penicillin and streptomycin. MCF7 (RRID: CVCL_0031) is an ER+/PR+ breast cancer cell line that expresses high levels of ERRα and was used as a positive control. MCF7 cells were maintained in DMEM supplemented with 4.5g/L D-glucose and L-glutamine, 10% FBS, 1% non-essential amino acids, and antibiotics. All cell lines were Mycoplasma tested and underwent authentication within the last year. Cells were plated, treated at 24h, and harvested 48–72h later.

### GIST xenograft models.

10^6^ GIST T1 or HG130 cells in 200 μl of a 1:1 PBS/Matrigel solution were inoculated into the flanks of NSG. Tumors were measured weekly and treatment started when mean tumor volume exceeded 100mm^3^. Mice were randomized to vehicle, imatinib, or XCT790. Imatinib (600 mg/L in drinking water) and XCT790 (5–10 mg/kg by daily gavage) had different routes of administration thus two controls were utilized - normal drinking water and saline gavage, respectively.

### Patient tumors.

Human GIST surgical specimens were obtained in accordance with an Institutional Review Board approved protocol. Patients provided preoperative written informed consent and studies were conducted in accordance with the Declaration of Helsinki. Patient information was de-identified and encrypted in compliance with the Health Insurance Portability and Accountability Act.

### Drug formulation and administration.

Tamoxifen was dissolved in 5% EtOH and corn oil and 100 mg/kg was administered by daily oral gavage. Fulvestrant was dissolved in corn oil and 0.5 mg/kg was administered daily s.c. For in vitro experiments, XCT790 was reconstituted in DMSO and diluted in maintenance media at various concentrations with an equivalent volume of DMSO used for control. For xenograft experiments, XCT790 (5–10 mg/kg) was reconstituted in DMSO and diluted in 40% PEG300 and 5% Tween80 and was administered as a daily gavage. Imatinib was kindly provided by Novartis and administered in the drinking water at 600 mg/L in xenograft experiments. In vitro, 50 nM imatinib was diluted in growth media and given alone or combined with XCT790 or non-target siRNA (RNA-seq). In rescue experiments after ERRα or non-target knockdown, cells were treated with 100 ng/ml of Wnt3a or Wnt5a to stimulate the canonical and non-canonical Wnt/β-catenin signaling pathways, respectively.

### Viability assay.

96-well plates were seeded with 10^4^ cells/well and treated with various concentrations of XCT790 or DMSO. There was a minimum of 10 replicates per treatment group. After 48–72h, viability was measured using Cell Counting Kit-8 per the manufacturer’s instructions, and values were normalized to control. XCT790 IC_50_ values were determined using nonlinear regression in Prism.

### Gene knockdown.

For ERRα knockdown, 6-well plates with 2×10^5^ T1 or HG129 cells/well were transfected at 50–60% confluence using 25 pmol/well ERRα siRNA or a non-target control siRNA and transduced with 7.5 μl/well Lipofectamine RNAiMAX in Opti-MEM media. 48h later, cells were harvested and processed for RNA sequencing, PCR, or western blot. For rescue experiments after knockdown, cells were stimulated with 100 ng/ml Wnt3a or Wnt5a for 4h prior to harvest. For viability assays, 96-well plates with 10^4^ cells/well were transfected with 1 pmol ERRα siRNA or non-target siRNA and cell viability was measured at 72h.

### Colony formation assay.

6-well plates were seeded with 10^3^ T1 or HG129 cells/well and treated with XCT790 or DMSO control after 24h until control wells had at least 50 cells/colony. Cells were then fixed in 4% paraformaldehyde for 10 minutes and stained with crystal violet. Colony intensity (normalized to control) and surface area were quantified using ImageJ software.

### Western Blotting and Immunoprecipitation.

Nuclear (NE) and cytoplasm (CE) extract lysates were made by using NE-PER Nuclear and Cytoplasm Protein Extraction Reagents. Western blot was run on 4–15% pre-cast gels as previously described (14). Membranes stained with anti-rabbit primary antibodies (**Supp. Table 1)** at 1:100 and developed in standard fashion. ImageJ used for densitometry quantification and normalized to loading control GAPDH or lamin β1. Immunoprecipitation (IP) was performed using the Dynabeads Protein A Immunoprecipitation Kit. ERRα (E1G1J), β-catenin (D10A8), or rabbit IgG (negative control) antibodies were added to NE MCF7 and HG129 lysates and immunoprecipitated and per manufacturer’s instructions. NE lysate of each cell line (positive internal control) was loaded onto gel followed by ERRα, β-catenin, and IgG immunoprecipitates and western blot performed in standard fashion.

### RNA sequencing.

RNA sequencing was performed on T1 cells after treatment with ERRα siRNA or non-target control, with 3 replicates in each group. Cells were harvested 48h later and gene knockdown was confirmed by PCR. Bulk RNA sequencing was performed on the Illumina HiSeq 2500 platform at the High-Throughput Sequencing Core of the Children’s Hospital of Philadelphia. Reads were aligned to the human genome (GRCh38) using STAR aligner with default parameters (15). Gene-count matrices were produced by featureCounts (16). To compare gene expression between samples, expression levels were normalized based on the “median of ratios” method using DESeq2 and differentially expressed genes (DEGs) were computed (17). DEGs were selected using the parameters log2FC ≤ −0.5 or ≥ 0.5 and padj (FDR) < 0.05. Log fold changes were shrunken using the *apeglm* method for purposes of visualization (18). For pathway analysis, the DESeq2 statistic was used as input to a pre-ranked gene set enrichment analysis (GSEA) using the fgsea package. Pathways were sourced from the Molecular Signatures Database Hallmark gene sets (19), the KEGG database (20), and the Reactome database (21), totaling 2,075 pathways, and FDR < 0.05 identified significantly enriched pathways. Up- and down-regulated DEGs were used to create a protein-protein interaction (PPI) network using the STRING database (22) and filtered using a minimum of 0.7 confidence interaction score. STRING network was then exported to Cytoscape (23) and cytoHubba plugin (24) was used to identify 7 hub genes ranked by maximal clique centrality (MCC). An EMT signature score was calculated with the Hallmark Epithelial-Mesenchymal Transition pathway using a robust Z-score aggregation approach (25). For each gene in the signature, expression values were normalized across samples by subtracting the median and dividing by a robust estimate of scale, defined as the arithmetic mean of the standard deviation and the median absolute deviation (MAD). To account for genes with zero variance, unscaled centered values were used if the robust scale estimate was zero or negative. The final signature score for each sample was computed as the mean of the robust z-scores for all genes in the signature set. Additionally, we supplemented our analysis of nuclear receptor expression using RNA-seq dataset GSE143547 (26). We also used RNA-seq data from 75 human GIST specimens (PRJNA521803) from our previously published work (27).

### Quantitative real-time PCR.

RNA was extracted from tumor tissues or cells using the RNAeasy Plus Mini kit and concentration was measured with NanoDrop 2000. 1μg RNA was reverse transcribed with the Taqman Reverse Transcription Kit and MultiscribeRT. PCR was performed with PCR Taqman probes (**Supp. Table 2**) and QuantStudio 5 PCR system. Data were analyzed using the 2^*− ΔΔCt*^ method as described in the manufacturer’s instructions and expressed as fold change over GAPDH control.

### Immunohistochemistry and Tissue Microarray.

Formalin-fixed and paraffin-embedded tumors were sectioned at 5μm thickness. Antigen retrieval was achieved with Dako Antigen Retrieval Solution. Slides were stained for ERRα, ERα, Ki67, Cyclin D1, and isotype control with antibodies validated for immunohistochemistry (**Supp. Table 1**). Slides were imaged using an Olympus BX5 brightfield microscope (20x) and DPController software. A tissue microarray was constructed with triplicate cores (4 μm sections) from 66 human GISTs normal testis, liver, and kidney controls. The primary antibody was polyclonal rabbit anti-ERRα (1:100). Staining was done on a Leica Bond-IIITM instrument using the Bond Polymer Refine Detection System. Heat-induced epitope retrieval was done for 20 minutes with ER2 solution. QuPath software was used to quantify percent staining defined as (positive staining cells/total cells) × 100, which were averaged across triplicate cores per patient.

### Scratch assay.

Cell monolayers in 12-well plates were grown to 80–90% confluency. Linear scratches were made with a 20 μl pipette tip. Then, wells were washed with PBS and treated with XCT790 or DMSO control in 5% FBS to suppress proliferation interference. Images of each well were acquired initially and again after 48h and ImageJ was used to calculate the scratch area at each time point. Scratch closure percentage was calculated with the following formula: [(initial area – 48h area)/initial area] × 100.

### Statistical analysis.

GraphPad Prism and BioRender (https://BioRender.com) were used for statistical analysis and data visualization. Continuous data are expressed as mean ± SEM or median. All data were assessed for normality using the Shapiro-Wilk test. When data satisfied both normality and equal variance assumptions, Student’s t-test, one-way ANOVA with Tukey post-hoc test, one-way ANOVA with Dunnett’s multiple comparisons test, or two-way ANOVA with Bonferroni’s multiple comparisons test were used, as appropriate for the experimental design. When data met normality assumptions but violated homoscedasticity, Welch’s one-way ANOVA with Games-Howell post-hoc test was applied. For data that violated normality, Mann-Whitney U test or Kruskal-Wallis test with Dunn’s post-hoc correction was used. A p-value < 0.05 was considered statistically significant.

## RESULTS

### Inhibiting ERα suppresses tumor growth in a GIST mouse model.

*Kit* ^*ΔV558/+*^ mice spontaneously develop a cecal GIST with 100% penetrance (28). We noticed that after 6 weeks of age (when sexual maturity occurs), females had larger tumors than age-matched males (Fig. 1A). ERα staining was seen in both female and male tumors (Fig. 1B). ERα mRNA expression was higher in isolated Kit^+^ cells compared to Kit^−^ cells and CD45^+^ immune cells (Fig. 1C). To determine if increased circulating estrogen was contributing to the larger tumors in females, ovariectomy was performed on 5-week-old female mice, which resulted in smaller tumors compared to sham operation (Fig. 1D). Alternatively, to inhibit stimulation of ERα by estrogen, female mice were treated with tamoxifen, which consistently reduced tumor size, Kit expression, and downstream Kit signaling (Fig. 1D–F). Treatment with fulvestrant, a selective ERα inhibitor, similarly suppressed tumor growth, confirming that tamoxifen’s anti-tumoral activity was mediated primarily through ERα blockade (**Supp.** Figure 1).

### Human GIST expresses high levels of ERRα but not ERα.

In contrast to the murine *Kit*^*ΔV558/+*^ model, human GIST cell lines (T1, HG129, and HG130) and 6 surgical tumor specimens (HG1–6) had minimal ERα mRNA and protein expression (Fig. 2A), consistent with previous reports that GISTs do not express ERα (29, 30). Given that ERα was clearly driving tumor biology in the murine model but was absent from human tumors, we reasoned that a related nuclear receptor might be involved in human GIST. Therefore, we quantified the relative RNA expression of estrogen receptor-β (*ESR2*), estrogen-related receptors-α,-β,and -γ (*ESRRA, ESRRB, ESRRG*), and progesterone receptor (*PGR*) in 2 human GIST cell lines (T1, 882) and 75 human GIST tumor specimens using a publicly available dataset and our prior published data, respectively (26, 27). ERRα was expressed at dramatically higher levels than the other nuclear receptors in the cell lines and tumor specimens (**Supp.** Figure 2). To validate this finding, we assessed ERRα mRNA and protein expression in the same human GIST cell lines and surgical tumor specimens from Fig. 2A, which confirmed robust ERRα expression across most cell lines and tumor samples (Fig. 2B). Additionally, a tissue microarray of 66 untreated primary GISTs showed staining in most samples, although the extent varied (Fig. 2C–D). Staining mostly localized to the cytoplasm, which is consistent with other reports despite ERRα being a nuclear receptor and transcription factor (31, 32). Expression did not depend on tumor mitotic rate, location, or gender (**Supp.** Figure 3). Further analysis of our published RNA-seq data (27) did not show a difference based on treatment status or mutation (**Supp.** Figure 4).

### ERRα inhibition suppresses GIST cell proliferation in vitro and in vivo.

To determine if ERRα contributes to GIST progression, 3 human GIST cell lines (T1, HG129, HG130) were treated with XCT790, an ERRα inverse agonist (33), which decreased proliferation in a dose-dependent manner (Fig. 3A). At 72h, the IC_50_ ranged from 10.8 to 19.0 μM (**Supp.** Figure 5), consistent with doses used in other cancer cell lines (34, 35). In HG129 cells, XCT790 reduced nuclear ERRα, verifying its targeting effects (Fig. 3B). Notably, cytoplasmic phospho-KIT protein was also reduced (Fig. 3B), as was colony intensity and surface area compared to control (Fig. 3C). Combining imatinib with XCT790 further reduced T1 cell viability beyond either agent alone (Fig. 3D) To prove specificity, we performed siRNA-mediated ERRα knockdown in T1 and HG129 cells. ERRα knockdown suppressed cell viability after 72h (Fig. 3E). When combined with imatinib in HG129 cells, ERRα knockdown further reduced phospho-KIT levels, but not phospho-STAT3, or phospho-AKT (Fig. 3F). Additionally, ERRα knockdown at 48h did not suppress mRNA expression of *KIT* or the transcription factors *ETV1* and *FOXF1* (**Supp. Figure 6**), which enhance KIT expression and are essential for GIST growth (36, 37).

To determine the effect of XCT790 on tumor growth *in vivo*, established T1 and HG130 xenografts were treated with daily gavage of XCT790 or vehicle for 3 weeks. XCT790 markedly reduced tumor growth in both models without causing appreciable toxicity (Fig. 3G–H). Immunohistochemistry of T1 xenografts confirmed that XCT790 therapy reduced tumor Ki-67, ERRα, and cyclin D1 expression (Fig. 3I).

### ERRα regulates EMT in GIST.

To investigate the role of ERRα in regulating GIST gene expression, we performed bulk RNA sequencing of T1 cells after siRNA-mediated ERRα knockdown. 

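T1 is a human GIST cell line, and an siRNA is a short RNA duplex that leads to the breakdown of transcripts it pairs with. ESRRA, the gene that encodes ERRα, lies on chromosome 11 of GRCh38 from 64305497 to 64316743. It stood at 40.7, 44.7 and 40.9 CPM (counts scaled to the library's normalized total) in the 3 non-target control (siNC) libraries S1, S2 and S3. In the 3 ERRα knockdown (siERRα) libraries S4, S5 and S6, harvested after 48 h, it stood at 1.41, 0.757 and 1.34 CPM. The mean after knockdown was 1.17 ± 0.356 CPM (SD, n = 3) against 42.1 ± 2.24 CPM in siNC (SD, n = 3), or 2.77% of the control level. This was a log2 fold change of −5.18 (standard error 0.134, adjusted p = 6.28e-15 from edgeR's quasi-likelihood test). ESRRAP1, a processed pseudogene of ESRRA that may share reads with it, averaged 0.477 CPM in siNC and is listed at 0 in every siERRα library. With 50 nM imatinib, an inhibitor of the KIT tyrosine kinase, ESRRA stood at 30.4, 32.0 and 35.6 CPM in the siNC libraries S16, S17 and S18.

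PolyA RNA from these 3 groups was sequenced in bulk as paired reads, with 3 libraries per group. Nothing in the sources used here says that the libraries of a group came from separate cultures, so the p-values measure only the spread between these libraries. The paper's text does not name the sequence of the siRNA. According to the paper and the submitters' processing notes, the authors aligned the reads to GRCh38 with STAR 2.7.3a and counted them per gene with featureCounts 2.0.1. The deposited values are raw counts for 61209 gene symbols, and the annotation release and strand setting behind them are not given in the sources used here. The siNC libraries held 43579398, 38944314 and 49363002 counts, the siERRα libraries 47239367, 48002699 and 38408818, and the imatinib libraries 37833351, 37915484 and 37527236. Mitochondrially encoded genes took 0.925% ± 0.0726 of the counts in siNC (SD, n = 3), 0.989% ± 0.0435 in siERRα (SD, n = 3) and 1.52% ± 0.0358 with imatinib (SD, n = 3).

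From these counts, 16976 genes passed edgeR's expression filter. They were normalized by TMM and tested in 1 fit over the 9 libraries, with Benjamini-Hochberg adjustment. A gene is called higher or lower here at an adjusted p under 0.05, and a DEG, at the paper's thresholds, also has an absolute log2 fold change of at least 0.5. Gene lists were ranked by the DESeq2 Wald statistic and tested with fgsea, which gives a normalized enrichment score (NES). The 39 lists were written before the data were examined, and the pathway collection that the paper tested was not used here.

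**Figure D1:**
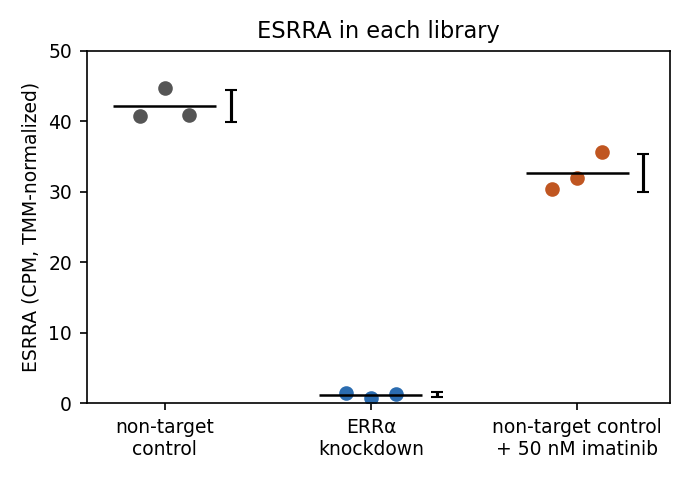
ESRRA level in CPM, normalized by TMM, in the 9 libraries (points), with the mean of each group (line) and its SD (bar beside the points). The 3 siERRα libraries lie between 0.757 and 1.41 CPM, under every siNC and imatinib library.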

Principal component analysis (PCA) demonstrated clear separation versus non-target control (**Supp. Figure 7**). 

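The siERRα libraries were separate from the siNC libraries on the leading axis of variation. In a PCA of these 6 libraries over the 500 most variable genes, siNC lay between −13.1 and −10.7 on the first component and siERRα between 8.81 and 14.6. This component held 49.0% of the variance. The second held 20.4% and lay within the knockdown group, whose libraries spread from −14.4 to 11.2. When the imatinib libraries were included, the first component held 71.3% and set imatinib (24.4 to 26.4) apart from siNC (−9.64 to −8.29) and siERRα (−16.9 to −16.4). The second component, with 10.7%, then parted siERRα (5.90 to 9.68) from siNC (−10.5 to −8.14). Libraries of a group differed from each other by more than sampling noise, with a chi-square per degree of freedom of 3.77 to 16.5, so no library was present under 2 names.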

There were 991 differentially expressed genes (DEGs), 668 downregulated and 209 upregulated (Fig. 4A). 

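The genes that fell most after ERRα knockdown, among protein-coding DEGs with an average of at least 1 CPM and no overlap between the groups, were ESRRA itself and MPP3, a membrane scaffold protein. MPP3 fell from 2.30 ± 0.412 to 0.169 ± 0.0409 CPM (SD, n = 3 each), a log2 fold change of −3.72 (standard error 0.254, adjusted p = 4.75e-09 from edgeR). ACAN, which encodes the proteoglycan aggrecan, fell from 5.12 ± 0.193 to 0.885 ± 0.281 CPM (SD, n = 3 each, log2 fold change −2.51). COPRS, a partner of the arginine methyltransferase PRMT5, fell by 1.96 on the log2 scale, and MBD3, a subunit of the NuRD chromatin complex, fell by 1.61. The serine protease-like gene PRSS35, the growth factor gene GDF5, KLHL21, CTH, SIVA1, ADAMTS3 and SLC25A30 had log2 fold changes between −1.78 and −1.45. MOBP, best known from myelin, rose most, from 1.09 ± 0.190 to 6.78 ± 0.101 CPM (SD, n = 3 each; log2 fold change 2.64, standard error 0.15, adjusted p = 3.66e-10 from edgeR). PRTG, a membrane protein of the immunoglobulin superfamily, rose from 15.7 to 50.8 CPM, and the DNA repair glycosylase gene TDG rose from 22.3 to 56.0 CPM. The repressor gene HIC2, CPEB3, B3GALT5, WIPF3, ATP1B2, ANKRD52, CRYM, PAPPA2 and GBP4 rose by 1.14 to 1.44 on the log2 scale.

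At the paper's thresholds there were 1233 DEGs among the 16976 genes tested, 897 lower and 336 higher after knockdown, so that 72.7% were lower. The median absolute log2 fold change of a DEG was 0.70. Without the fold threshold 4064 genes passed the test, 2133 lower and 1931 higher, and at an absolute log2 fold change of at least 1 there were 199 lower and 76 higher. Over all genes tested the median log2 fold change was 0.01. The 7-base sequence ATGTTCT, called the heptamer here, marked the 3' UTRs of genes that were lower as a group, and it stood out only after the values were seen. KLHL21, CTH, SIVA1, ADAMTS3 and SLC25A30 hold it in the 3' UTR, as do PRTG, ANKRD52 and GBP4, which rose.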

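CTNNB1 encodes β-catenin, through which canonical Wnt signals reach the nucleus, and lies on chromosome 3 of GRCh38 from 41194741 to 41260096. It stood at 391 ± 12.2 CPM after ERRα knockdown and at 878 ± 9.21 CPM in siNC (SD, n = 3 each), a log2 fold change of −1.17 (standard error 0.0513, adjusted p = 2.31e-11 from edgeR's quasi-likelihood test). Its 3' UTR holds 1 copy of the heptamer, from 41239514 to 41239520 in exon 15, within the sequence CTTGGAACATTGGAATGTTCTC. IGFBP3, a secreted binding protein of insulin-like growth factors on chromosome 7 (45912245 to 45921874), fell from 1275 ± 48.0 to 597 ± 40.4 CPM (SD, n = 3 each, log2 fold change −1.10, adjusted p = 3.66e-10 from edgeR). TGFBR1, the type I receptor of TGFβ, fell from 188 ± 12.0 to 96.5 ± 7.13 CPM (SD, n = 3 each, log2 fold change −0.97), and its 3' UTR holds no copy of the heptamer. TGFBI, a matrix protein that TGFβ induces, fell by 0.94 on the log2 scale, the G1 kinase gene CDK6 fell by 0.95 and the adhesion molecule gene CADM1 fell by 0.87. AXL, a receptor tyrosine kinase, had a log2 fold change of −2.70 (standard error 0.42) at a low level, 0.0903 ± 0.0238 CPM against 0.599 ± 0.0863 CPM (SD, n = 3 each). The 3' UTRs of IGFBP3, CADM1, AXL and CDK6 hold 2 copies of the heptamer each and that of TGFBI holds 1.

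Among the genes that rose, the Wnt receptor gene FZD6 went from 47.7 ± 2.56 to 100.2 ± 6.64 CPM (SD, n = 3 each; log2 fold change 1.07, standard error 0.072, adjusted p = 3.85e-09 from edgeR). DKK4, which encodes a secreted Wnt antagonist, went from 8.85 ± 0.501 to 17.1 ± 0.899 CPM (SD, n = 3 each, log2 fold change 0.95), and the zinc finger gene ZBTB4 from 85.8 ± 3.21 to 173 ± 9.72 CPM (SD, n = 3 each, log2 fold change 1.01). Of 34 genes labelled in Fig. 4A, 25 were lower and 9 higher, and all 34 were DEGs. The lower ones include HDAC3 (−1.33), YWHAZ (−1.34), NRAS (−1.16), OSMR (−1.03) and MAGEE1 (−1.28), and the higher ones MAP3K11 (0.74) and CTNNA3. HDAC3, YWHAZ and NRAS hold the heptamer in the 3' UTR. The study chose these genes on these libraries, so they are not independent evidence of the test.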

Notable downregulated genes were *CTNNB1* (β-catenin), *IGFBP3, TGFBI, TGFBR1, CADM1, AXL, IGFBP3*, and *CDK6*, while upregulated genes included *FZD6, DKK4* and *ZBTB4*. Gene Set Enrichment Analysis (GSEA) (21) revealed the top downregulated pathway to be Hallmark Epithelial Mesenchymal Transition (EMT) (Fig. 4B). 

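The Hallmark EMT list was shifted toward lower levels after ERRα knockdown, though it did not pass with an estimated correlation between its genes (adjusted p = 0.255 from camera). The matrix protease gene MMP3 had a log2 fold change of −1.19 (adjusted p = 6.14e-05 from edgeR), NNMT of −1.06, the activin subunit gene INHBA of −0.84, and the syndecan gene SDC4 of −0.82. The contractile genes ACTA2 and TAGLN, markers of smooth muscle and of mesenchymal cells, fell from 396 ± 16.7 to 263 ± 13.9 CPM and from 109 ± 3.55 to 70.4 ± 3.75 CPM (SD, n = 3 each). CCN2, a target of TGFβ and YAP, fell from 1032 ± 40.2 to 690.4 ± 32.7 CPM (SD, n = 3 each, log2 fold change −0.58, adjusted p = 1.08e-06 from edgeR). A smaller decrease was seen in SPOCK1 (−0.33), while COL1A1 was higher (0.39, adjusted p = 0.0116). The call of COL1A1 was lost without siNC S3 (adjusted p = 0.0541) or siERRα S4 (0.0808), and that of COL12A1 (−0.34, adjusted p = 0.0238) was lost without S1, S3, S4, S5 or S6 (adjusted p = 0.0604 to 0.0901). INHBA holds 2 copies of the heptamer in the 3' UTR.

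Of the 170 members tested, 57 were lower and 13 higher (65 and 16 when adjusted over the list alone), with a median log2 fold change of −0.15. The list had the lowest NES of the 39 lists, −2.22 (adjusted p = 1.42e-11 from fgsea), with 89 genes in its leading edge. The adjusted p was 9.3e-06 from camera with a preset correlation of 0.01, and no list passed in this comparison with an estimated correlation. Lists with a negative estimated correlation, such as TGFβ signaling (−0.0143), failed too, so a failure does not show correlation between genes. Of the 57 lower members 12 hold the heptamer in the 3' UTR, where 9.32 are expected for 3' UTRs of like length. The calls of ITGB5 (−0.18) without S2, S3 or S4 (adjusted p = 0.0533 to 0.106) and of LAMC1 (−0.21) without S1, S3, S4 or S6 (adjusted p = 0.0659 to 0.0939) were lost. Mesenchymal markers had 5 of 12 lower and 1 higher (5 and 1 when adjusted over the list alone; NES −1.65, adjusted p = 0.0266, and 0.255 with an estimated correlation), CDH11 (−0.30) among them. Smooth muscle markers had 5 of 9 lower and 1 higher (NES −1.76, adjusted p = 0.016, and 0.255 with an estimated correlation), led by SYNPO2 (−1.39, 1 copy of the heptamer) and ACTG2 (−0.66).

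Of 6 EMT transcription factors, SNAI2 was higher (0.25, adjusted p = 0.0429 from edgeR), a call lost without any 1 of the siNC or siERRα libraries (adjusted p = 0.0639 to 0.193), without imatinib S18 (0.0539), with DESeq2 (0.053), with no filter on low counts (0.0943) or with the 6 libraries compared (0.0538). SNAI1 stood at 10.9 ± 0.564 CPM after knockdown and 11.2 ± 0.663 CPM in siNC (SD, n = 3 each), a log2 fold change of −0.04 (adjusted p = 0.788 from edgeR). TWIST1 (−0.30), TWIST2 (0.15), ZEB1 (0.02) and ZEB2 (0.14) did not pass (adjusted p = 0.0531 to 0.863), and the list had NES 0.923, adjusted p = 0.636. TWIST1 was lower with at least 10 counts in every library (adjusted p = 0.0427), with the 6 libraries compared (0.0358) and without imatinib S16 (0.0446) or S17 (0.0305). Of 10 epithelial markers tested, 0 passed with edgeR, 0 with DESeq2 or limma-voom and 0 at an unadjusted p under 0.05 (NES −0.858, adjusted p = 0.658). CDH1, the epithelial cadherin, stood at 0.232 ± 0.0901 CPM after knockdown and 0.353 ± 0.0737 CPM in siNC (SD, n = 3 each).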

Numerous other downregulated pathways spanned EMT and cell migration, including TGFβ Receptor Signaling in EMT, Leukocyte Transendothelial Migration, and Focal Adhesion; extracellular matrix remodeling gene sets, including Collagen Formation, Cell Extracellular Matrix Interactions, and Extracellular Matrix Organization; cell junction programs, including Tight Junction and Apical Junction; as well as others (**Supp. Figure 8)**.

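The TGFβ signaling genes that fell after ERRα knockdown lie at several levels of the pathway. The ligand gene TGFB2 had a log2 fold change of −1.11 (2 copies of the heptamer in its 3' UTR), the ubiquitin ligase gene SMURF1 of −0.86 (1 copy) and FKBP1A, which binds the type I receptor, of −0.76 (1 copy). PARVA, which links integrins to actin at focal adhesions and holds 2 copies, fell from 184 ± 3.27 to 120.4 ± 1.54 CPM (SD, n = 3 each, log2 fold change −0.61, standard error 0.0509, adjusted p = 5.31e-08 from edgeR). The kinase genes PRKCA (−0.56) and MET (−0.83) fell too, while the receptor gene PDGFRA rose (0.43). In the matrix, the collagen hydroxylase gene P3H2 (1 copy) had a log2 fold change of −1.08 (adjusted p = 1.73e-09 from edgeR), and SERPINH1, the collagen chaperone, fell from 1743 ± 104 to 1321 ± 25.3 CPM (SD, n = 3 each). Elastin (ELN) fell from 739 ± 46.9 to 545 ± 32.5 CPM and SPARC from 521 ± 7.28 to 439 ± 6.80 CPM (SD, n = 3 each). COL3A1, the most abundant collagen transcript named here, stood at 3261 ± 137 CPM after knockdown and 3276 ± 134 CPM in siNC (SD, n = 3 each; adjusted p = 0.959 from edgeR).

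The TGFβ list had 13 of 48 members lower and 4 higher (14 and 7 when adjusted over the list alone; NES −1.73, adjusted p = 0.0105, and 0.255 with an estimated correlation). Focal adhesion genes numbered 22 lower and 11 higher of 69 (22 and 13 when adjusted over the list alone; NES −1.63, adjusted p = 0.0219, and 0.563 with an estimated correlation). From camera with the preset correlation the adjusted p was 0.175 for focal adhesion, which did not pass, and 0.0409 for the TGFβ list. Collagen-modifying enzymes had 9 of 26 lower and 1 higher (9 and 2 over the list alone; NES −1.87, adjusted p = 0.00482, and 0.255 with an estimated correlation). Elastic fiber and matricellular genes had 8 of 28 lower and 1 higher (9 and 1 over the list alone; NES −1.69, adjusted p = 0.0218, and 0.563 with an estimated correlation). Collagens themselves did not pass as a list, with 3 of 33 lower and 2 higher (NES −1.21, adjusted p = 0.325), COL15A1 (−0.50) against COL27A1 (0.43). Laminins and integrins did not pass either, with 5 of 27 lower and 2 higher (NES −1.21, adjusted p = 0.325), among them ITGB3 (−0.66) and LAMB1 (0.27).

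Tight and apical junction genes had 10 of 53 lower and 4 higher (10 and 4 over the list alone; NES −1.59, adjusted p = 0.0212, 0.521 with an estimated correlation and 0.141 from camera with the preset correlation). They include the polarity genes PARD6G (−0.73, 1 copy of the heptamer) and PARD3 (−0.49) and the catenin gene CTNND1 (−0.63, 1 copy). Without the genes whose 3' UTR holds the heptamer, an alternative chosen after seeing the data, the TGFβ list (adjusted p = 0.118) and the junction list (adjusted p = 0.217) no longer passed. The other lists named here that passed did so without them too, at adjusted p = 0.0236 to 0.0255. Leukocyte transendothelial migration was not analysed here.

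**Figure D2:**
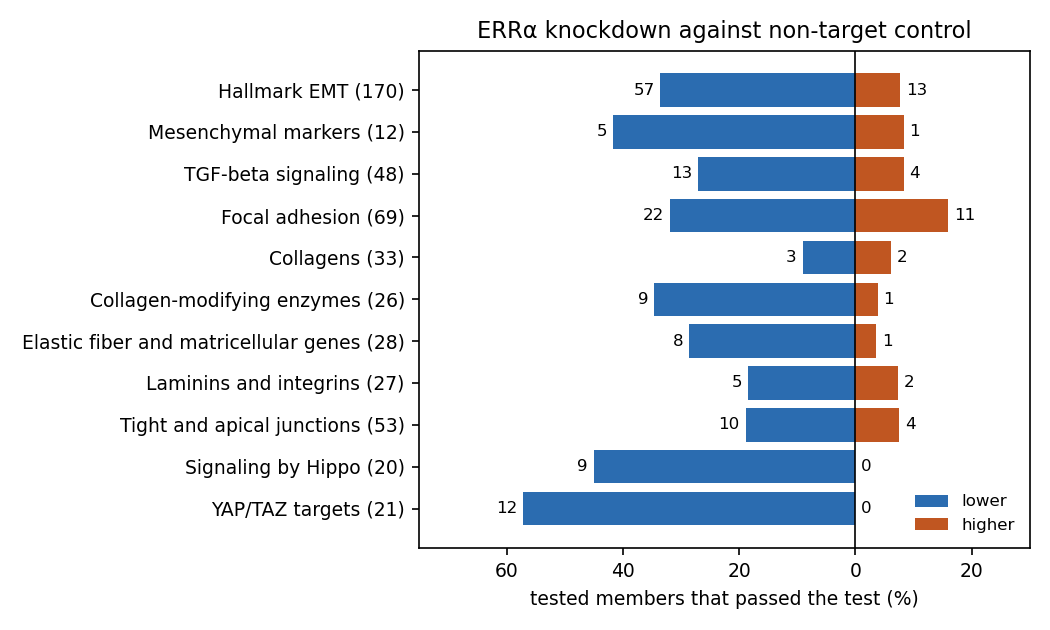
Share of the tested members of 11 lists (number tested in brackets) that were lower (left) or higher (right) after ERRα knockdown than in siNC at an adjusted p under 0.05 from edgeR, in percent, with the number of genes at each bar. In Hallmark EMT, 57 members lie to the left and 13 to the right, and in collagens 3 and 2.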

We confirmed the RNA-seq findings using quantitative PCR, which showed that ERRα knockdown downregulated numerous selected EMT DEGs (Fig. 4C). 

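The EMT score averages how far each Hallmark EMT gene lies from its median over the libraries, in units of a robust SD. It fell after ERRα knockdown in each of the 3 libraries. The siNC libraries S1, S2 and S3 scored 0.0758, 0.163 and 0.217, and the siERRα libraries S4, S5 and S6 scored −0.294, −0.232 and −0.406. The group means were 0.152 ± 0.0711 in siNC and −0.310 ± 0.0882 after knockdown (SD, n = 3 each), a difference of −0.462. The exact permutation test between these groups, two-sided, gave p = 0.1, the smallest p that 3 libraries against 3 allow. Across siNC, siERRα and imatinib together the exact permutation test gave p = 0.00357, the smallest p possible for 3 groups of 3. All 200 genes in the list entered the score, 197 of them with counts, on a log2 scale with a pseudocount of 1. The list was written from background knowledge, since the published gene set was not among the sources used here.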

EMT score (25), which is based on the Hallmark EMT gene set, was decreased by ERRα knockdown compared to non-target control (Fig. 4D). Surprisingly, though, EMT was increased by imatinib (Fig. 4E, **Supp. Figure 9**). 

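With imatinib 23 of 33 collagens tested were higher and 1 lower (23 and 1 when adjusted over the list alone; NES 2.21, adjusted p = 1.95e-08, and 0.168 with an estimated correlation). Of 28 elastic fiber and matricellular genes 25 were higher and 1 lower (NES 2.27, adjusted p = 1.98e-10, and 0.103 with an estimated correlation), and of 26 collagen-modifying enzymes 18 and 2 (NES 1.88, adjusted p = 0.000541, and 0.155 with an estimated correlation). COL3A1 rose to 9193 ± 957 CPM (SD, n = 3), a log2 fold change of 1.49 (standard error 0.0672, adjusted p = 6.75e-12 from edgeR). Elastin (ELN) rose to 1809 ± 63.1 CPM (SD, n = 3) and the fibrillin gene FBN2 from 2103 ± 87.4 to 5068 ± 717 CPM (SD, n = 3 each). The collagen crosslinking enzyme gene LOXL4 rose by 1.86 on the log2 scale, FBLN1 (1 copy of the heptamer) by 1.96 and SPARC by 0.70. Mesenchymal markers had 9 of 12 higher and 0 lower with edgeR (0 lower also with DESeq2, with limma-voom and at an unadjusted p under 0.05; NES 1.85, adjusted p = 0.000541, and 0.103 with an estimated correlation).

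Not every EMT gene rose. TGFBI had a log2 fold change of −1.54 with imatinib (adjusted p = 3.5e-12 from edgeR), INHBA of −2.34 and the transcription factor gene SNAI1 of −0.75. The TGFβ list was enriched toward lower genes (NES −1.56, adjusted p = 0.0376, and 0.216 with an estimated correlation). The Hallmark EMT list had NES 1.84 (adjusted p = 2.33e-06 from fgsea, and 0.216 with an estimated correlation) and a median log2 fold change of 0.28. The imatinib libraries S16, S17 and S18 had EMT scores of 0.706, 0.424 and 0.700, a mean of 0.610 ± 0.161 (SD, n = 3). This was 0.458 above siNC (exact permutation test, two-sided, p = 0.1, the smallest possible) and 0.92 above siERRα. Without siNC S1, S2 or S3 the difference from siNC was smaller, at 0.336, 0.383 and 0.411, each with p = 0.2 from the exact permutation test. Without S17 the difference from siNC was 0.584. Of the 24 genes drawn in Fig. 4E, 16 were higher with imatinib, 6 lower and 2 did not pass.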

Imatinib upregulated 115/199 genes from the Hallmark gene set (**Supp. Table 3**), including *IGFBP3*, *CDH11*, *NOTCH2*, and *PDGFRB*, which have all been found to promote progression and metastasis in various types of sarcoma (38–41). 

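Of IGFBP3, CDH11, NOTCH2 and PDGFRB, 3 rose with imatinib and 1 did not pass the test. The receptor gene NOTCH2, whose 3' UTR holds 2 copies of the heptamer, rose from 145 ± 2.45 to 196 ± 5.21 CPM (SD, n = 3 each), a log2 fold change of 0.44 (standard error 0.0522, adjusted p = 1.92e-06 from edgeR's quasi-likelihood test). PDGFRB rose from 115 ± 3.26 to 139 ± 8.96 CPM (SD, n = 3 each, log2 fold change 0.27, adjusted p = 0.000902 from edgeR). IGFBP3 reached 1456 ± 96.3 CPM (SD, n = 3, log2 fold change 0.19, adjusted p = 0.0169 from edgeR), a call lost without siNC S3 (adjusted p = 0.0857) or imatinib S18 (0.106). CDH11, a mesenchymal cadherin, stood at 675 ± 2.35 CPM with imatinib and 651 ± 7.66 CPM in siNC (SD, n = 3 each, log2 fold change 0.05, adjusted p = 0.417 from edgeR). None of the 4 reached the fold threshold of a DEG.

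Of the 170 Hallmark EMT genes tested, 95 were higher and 42 lower with imatinib (97 and 42 when adjusted over the list alone). The count of higher genes was 62 with the fold threshold of a DEG and 112 by direction alone, whatever the p. Set beside the response to ERRα knockdown, 31 of the 170 were lower after knockdown and higher with imatinib (31.9 expected if the responses were independent), ELN, NOTCH2, SPARC, IGFBP3, LOXL1, TAGLN and ACTA2 among them. A further 17 were lower with both treatments (14.1 expected), such as TGFBI, INHBA, CCN2 and JUN. Higher with both were 5 (7.26 expected), PMP22, TGM2, SLC6A8, COL1A1 and SNAI2, and 6 were higher after knockdown and lower with imatinib (3.21 expected). These last 6 are WNT5A, RGS4, TNFAIP3, TGFBR3, TIMP3 and THBS1. The imatinib call of SNAI2 (0.22) was lost without S1, S2, S3, S4, S6, S16 or S17 (adjusted p = 0.057 to 0.205) and with DESeq2, its size factors, limma-voom, no filter or the 6 libraries compared (adjusted p = 0.051 to 0.135). Of the genes of these last 2 classes, those outside the naming rule are listed because the classes are small, after their values were seen. The largest class, 59 genes that include FBLN1, COL3A1, COL5A2 and FBN2, was higher with imatinib and did not pass after knockdown. Both treatments were compared with the same 3 siNC libraries, so part of any common direction may come from these shared controls.

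**Figure D3:**
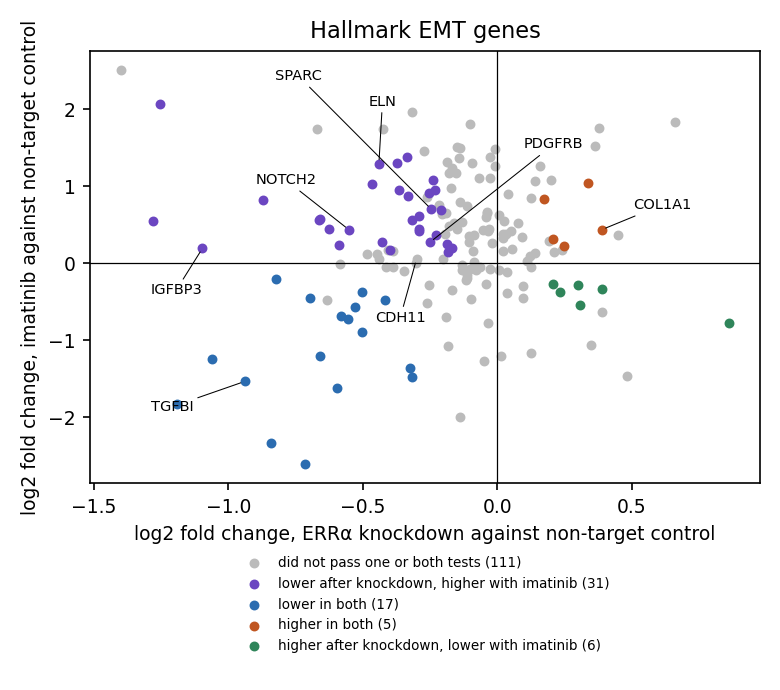
Log2 fold change of the 170 Hallmark EMT genes after ERRα knockdown (x axis) and with imatinib (y axis), each against the same siNC libraries. Points are genes, colored where both tests passed, 31 lower after knockdown and higher with imatinib, 17 lower in both, 5 higher in both and 6 higher after knockdown and lower with imatinib.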

To functionally validate the effect of ERRα knockdown on EMT, we assessed cell migration via scratch assay and found that XCT790 reduced wound closure in both T1 and HG129 cells (Fig. 4F).

### ERRα promotes EMT via β-Catenin.

To determine the mechanism by which ERRα drives EMT, we considered the numerous pathways known to induce EMT, including Wnt/β-catenin, TGFβ, and Notch, among others. Since we previously found that inhibition of Wnt/β-catenin signaling suppressed tumor growth in preclinical GIST models, we focused on this pathway (11, 13). Using our RNA-seq data from ERRα knockdown, we identified that in addition to *CTNNB1*, numerous other genes involved in Wnt signaling (*WNT11, FZD5*, and *AXIN2*) as well as Wnt/β-catenin target genes (*MYC* and *CCND1* (cyclin D1)) were downregulated (Fig. 5A). 

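WNT11, a Wnt ligand, fell from 33.6 ± 2.03 to 22.0 ± 2.20 CPM after ERRα knockdown (SD, n = 3 each), a log2 fold change of −0.61 (standard error 0.0796, adjusted p = 1.37e-05 from edgeR's quasi-likelihood test), and its 3' UTR holds 1 copy of the heptamer. FZD5, a Wnt receptor, fell from 4.90 ± 0.262 CPM (SD, n = 3) by a log2 fold change of −0.61 (adjusted p = 0.000608 from edgeR). AXIN2, a target gene of β-catenin that acts in its destruction complex, fell from 13.9 ± 0.908 to 9.42 ± 0.104 CPM (SD, n = 3 each, log2 fold change −0.57, adjusted p = 6.48e-05 from edgeR). The ligand genes WNT3 (−1.04) and WNT5B (−0.84), the inhibitor gene NKD1 (−0.57) and APC (−0.51) were lower too. WNT2B (−0.51, adjusted p = 0.025) was no longer called without S2, S3, S4 or S5 (adjusted p = 0.0521 to 0.0873). Other Wnt genes rose, among them FZD4 (0.40) and SOX4 (0.76), a target gene.

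All 19 genes drawn as lower in Fig. 5A passed as lower, 15 of them as DEGs, and all 5 drawn as higher passed as higher, 3 as DEGs. The study chose these genes on these libraries. PRKCE (−0.44) and GNAI1 (−0.42, 3 copies of the heptamer) are among those under the fold threshold. In the Wnt/β-catenin pathway list written for the present work, 16 of 66 members were lower and 14 higher (18 and 16 when adjusted over the list alone). Its median log2 fold change was 0.00151 while its NES was −1.19 (adjusted p = 0.325 from fgsea). Without the heptamer genes, an alternative chosen after seeing the data, its NES was 1.22 (adjusted p = 0.275). Of its 16 lower members 5 hold the heptamer, where 4.48 are expected for 3' UTRs of like length. Wnt/β-catenin target genes had 13 of 30 lower and 5 higher (13 and 5 over the list alone), a median of −0.20 and NES −1.34, adjusted p = 0.195. The paper reasons that several pathways induce EMT and turns to Wnt/β-catenin because inhibiting it had suppressed tumor growth in its authors' earlier preclinical GIST models.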

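The hubs drawn in Fig. 5B include MYC, JUN and CCND1 beside CTNNB1, and all 4 were lower DEGs after ERRα knockdown. CCND1 encodes cyclin D1 and fell from 305 ± 3.44 to 214 ± 7.87 CPM (SD, n = 3 each), a log2 fold change of −0.51 (standard error 0.0522, adjusted p = 7.89e-07 from edgeR). JUN, a subunit of the AP-1 transcription factor, fell from 86.2 ± 4.25 to 58.7 ± 2.54 CPM (SD, n = 3 each, log2 fold change −0.55, adjusted p = 9.35e-06 from edgeR). MYC fell from 5.09 ± 0.173 to 3.56 ± 0.695 CPM (SD, n = 3 each, log2 fold change −0.51, adjusted p = 0.00685 from edgeR). CTNNB1 changed most of the 4, at 2.25-fold, and it alone of them holds the heptamer in its 3' UTR. The interaction database behind the network was not used here.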

Protein-protein interaction (PPI) network analysis using our DEGs reveled β-catenin (*CTNNB1*) as the top hub gene (Fig. 5B). qPCR analysis confirmed lower *CCND1, WNT11, AXIN2, and SNAI1* mRNA expression in both T1 and HG129 cells after ERRα knockdown (Fig. 5C). Notably, *DKK4*, a Wnt target gene that antagonizes Wnt signaling in a negative feedback loop, was markedly upregulated after knockdown (Fig. 5C).

To determine whether ERRα knockdown affects total β-catenin protein, we performed western blots on whole cell lysates from T1 and HG129 cells. Total and active (non-phosphorylated) β-catenin were reduced, as were the downstream targets Wnt11 and Cyclin D1 (Fig. 5D). To isolate which cellular compartment was affected by ERRα knockdown, we fractionated cytoplasmic and nuclear extracts after ERRα knockdown with or without stimulation of canonical (Wnt3a) or non-canonical (Wnt5a) Wnt ligands. ERRα knockdown alone reduced active and total β-catenin in the nucleus while cytoplasmic levels were relatively unaffected (Fig. 5E). Wnt3a stimulation, and to a lesser extent Wnt5a, partially rescued nuclear active β-catenin. ERRα knockdown did not alter the levels of the nuclear β-catenin cofactors LEF1 and TCF4 and the ERRα coactivator PGC1α. To determine if ERRα and β-catenin interact at the protein level, we performed co-immunoprecipitation assays of nuclear extracts from HG129 cells. MCF7 cells were used as a positive control since ERRα–β-catenin binding has been shown in breast cancer (42). Indeed, in MCF7 and HG129 cell lines, a β-catenin antibody co-precipitated ERRα at 50–55 kDa, and conversely an anti-ERRα antibody co-precipitated β-catenin at 92 kDa (Fig. 5F).

## DISCUSSION

Imatinib has dramatically transformed the prognosis of advanced GIST, yet it is rarely curative. While most patients show an initial tumor response, secondary resistance commonly ensues. Secondary KIT mutations are the most common mechanism of acquired resistance, but evidence suggests these permanent genetic alterations tend to arise in the late stages of resistance (43). Early resistance is driven by reversible, non-genetic adaptations that confer a survival benefit to a subpopulation of tumor cells, allowing them to persist during imatinib treatment. In this study, we identified ERRα, albeit in a circuitous manner, as a novel oncogenic driver in GIST that promotes tumor growth and EMT through regulation of nuclear β-catenin. These findings provide a rationale for targeting the ERRα-β-catenin axis as a therapeutic strategy in GIST, particularly in combination with standard TKI therapy to reduce the development of resistance.

ERRα regulated both an EMT transcriptional program and phenotype in GIST models, consistent with its oncogenic role in other cancers (35, 42, 44, 45). Our RNA-seq data revealed that EMT was the most significantly downregulated gene set following ERRα knockdown. 

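Leading-edge genes are the members that account for a list's enrichment score. In the Hippo list they were 11, and LATS2, the kinase that phosphorylates YAP, fell from 137 ± 3.86 to 74.6 ± 3.48 CPM after ERRα knockdown (SD, n = 3 each; log2 fold change −0.87, adjusted p = 4.32e-09 from edgeR). YWHAB (−0.87), a 14-3-3 protein gene, MOB1A (−0.75) and the kinase gene STK4 (−0.35) fell too, and each of these 4 genes holds 1 copy of the heptamer in its 3' UTR. YWHAE (−0.27) was lower as well. In the TGFβ list 17 genes formed the leading edge, TGFBR1, SMURF1, FKBP1A, TGFBI, CCN2 and TGFB2 among them. The Wnt/β-catenin pathway list had 19, led by CTNNB1, WNT5B, WNT11, DKK2 and WNT3.

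Of 20 Hippo genes 9 were lower and 0 higher with edgeR (0 higher also with DESeq2, with limma-voom and at an unadjusted p under 0.05; NES −1.95, adjusted p = 0.00105, and 0.255 with an estimated correlation). Of the 9 lower genes 6 hold the heptamer, where 2.06 are expected for 3' UTRs of like length. This count is a description, since the genes were picked as lower. Of all lower DEGs with a searched 3' UTR, 40.6% hold the heptamer against 21.9% expected by length. Without the heptamer genes, an alternative chosen after seeing the data, the list had NES −1.46 (adjusted p = 0.134). LATS2 and STK4 are known to restrain YAP and TAZ. Of 21 targets of YAP and TAZ 12 were lower and 0 higher with edgeR (0 higher also by the other tools and at an unadjusted p under 0.05; NES −2.15, adjusted p = 1.43e-06, and 0.255 with an estimated correlation), with 14 in the leading edge, IGFBP3, CCN2, TGFB2 and CRIM1 among them. Of the 12 lower targets 7 hold the heptamer against 2.44 expected by length, a description too, since these targets were picked as lower. Without heptamer genes the list had NES −1.92 (adjusted p = 0.001).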

ERRα knockdown also suppressed multiple EMT-inducing pathways, including β-catenin, TGF-β and Hippo, which do not share overlapping leading-edge genes, signifying that ERRα operates as a systems-level upstream regulator of EMT rather than through a single-pathway effector. ERRα knockdown also suppressed gene sets distinct from the core EMT signature that involve cell junction integrity and migration, which represent additional programs relevant to regulation of invasion and metastasis. This breadth of the transcriptional impact of ERRα has important therapeutic implications, since targeting individual EMT transcription factors and EMT-inducing pathways has historically proven insufficient due to compensatory cross-talk and parallel signaling (7). Notably, EMT was the most significantly enriched pathway in liver metastases compared to primary GIST tumors in a recent transcriptomic study, further supporting the clinical relevance of ERRα-driven EMT as a driver of disease progression (46).

GIST response to imatinib culminates in a proportion of persistent cells that survive in a dormant state, but can resume proliferation once treatment is discontinued (3). It has been theorized that this drugtolerant state can eventually contribute to genetically-driven resistance, but the mechanisms that enable initial persistence are unclear (3, 43). Our results indicate that imatinib has a net stimulatory effect on EMT genes, suggesting a possible mechanism that facilitates tumor cell persistence. While short-term imatinib therapy upregulated EMT in the cell lines despite reducing the amount of ERRα protein, it is notable that ERRα expression did not differ among human surgical specimens that prior to surgery were untreated, or treated generally for at least 6 months and remained responsive or had become resistant to imatinib. Nevertheless, it is likely that there are other ERRα-independent mechanisms to increase EMT. Although ERRα knockdown alone did not suppress KIT, ETV1, or FOXF1 mRNA, the combination of imatinib with either ERRα knockdown or XCT790 reduced phospho-KIT beyond what imatinib achieved alone. Combined with the finding that XCT790 augments imatinib’s effects on cell line viability, these results suggest that ERRα inhibition and KIT-targeted therapy are complementary rather than redundant.

Our previous work established Wnt/β-catenin signaling as an independent driver of GIST aggressiveness and demonstrated that combining a Wnt/β-catenin inhibitor with imatinib provided greater tumor suppression and KIT signaling inhibition than either agent alone (11, 13). In the current study, β-catenin (*CTNNB1*) emerged as the top hub gene in our protein-protein interaction (PPI) network analysis of ERRα-regulated genes, and subsequent experiments confirmed that ERRα knockdown reduces nuclear active β-catenin, and downstream Wnt target genes including Cyclin D1, Wnt11, and Snai1. In prostate and breast cancer cell lines, *WNT11* was identified as a shared transcriptional target of ERRα and β-catenin and found to promote cell migration (42). We also found that *DKK4* levels increased dramatically after knockdown, which our previous work identified as a negative regulator of Wnt signaling in GIST, effectively reducing active β-catenin, p-GSK3β, and cyclin D1 (13). Like *AXIN2*, *DKK4* is a target gene normally upregulated by Wnt/β-catenin signaling as part of a negative feedback loop (47). However, unlike most downstream target genes that showed decreased expression after ERRα knockdown, *DKK4* expression increased substantially despite β-catenin inhibition. This suggests ERRα may regulate *DKK4* through a different mechanism independent of β-catenin activity. One possibility is that ERRα normally represses DKK4 transcription, and knockdown results in acute release of this brake and a spike in DKK4 expression before compensatory mechanisms develop. In neuronal cells, ERRα was found to directly repress DKK1 expression, which prevented negative feedback on Wnt signaling and maintained pathway activation (48). Interestingly, the same study also found that ERRα directly binds the *CTNNB1* promoter region but did not detect significant change in mRNA expression after ERRα depletion. Mechanistically, our results indicate that ERRα is important for maintaining levels of transcriptionally active nuclear β-catenin and that they physically interact at a protein level. Further investigation is expected to delineate whether ERRα directly promotes *CTNNB1* or represses *DKK4* at a transcriptional level.

ERRα represents a druggable target, and XCT790 has demonstrated anti-EMT efficacy across cancer types by suppressing migration, invasion, and metastatic spread (35, 44, 49). While XCT790 has limitations for clinical development, next-generation ERRα inverse agonists are under active investigation (50). Importantly, XCT790 suppressed cell viability in HG130, an imatinib- and sunitinib-resistant cell line, demonstrating that ERRα inhibition retains activity in the TKI-resistant setting where therapeutic options are most limited. ERRα also emerged as an important β-catenin regulator, which historically has been difficult to target because it lacks enzymatic activity. This makes upstream regulators like ERRα attractive entry points into the Wnt/EMT axis, complementing ongoing efforts with porcupine inhibitors and β-catenin/TCF blockers that are currently in clinical trials (51). Taken together, our findings suggest that an ERRα inhibitor with imatinib may be a complementary therapeutic combination to suppress unwanted EMT activation and potentially reduce tumor cell survival and persistence, which often culminates in resistance.

## Supplementary Material

Supplementary Files

This is a list of supplementary files associated with this preprint. Click to download.

- SupplementaryTables13.xlsx
- SupplementaryTable2.xlsx
- SupplementaryTable3.xlsx
- SupplementaryFigures.pdf

## Figures and Tables

**Figure 1:**
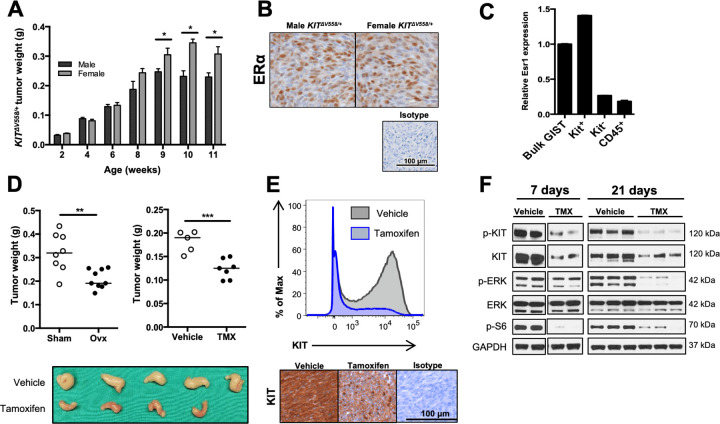
Estrogen receptor alpha (ERα) promotes GIST tumor growth in *KIT*^*ΔV558/+*^ mice. **A)** Tumor weights in male and female *Kit*^*ΔV558/+*^ mice at various ages (mean ± SEM). **B)** Representative ERα staining in *Kit*^*ΔV558/+*^ tumors of 6-week-old male and female mice (40x, 100 μM scale). **C)** Relative *Esr1* mRNA expression by qPCR in flow-sorted cell populations (Kit^+^, Kit^−^, and CD45^+^) of *Kit*^*ΔV558/+*^ tumors normalized to unsorted bulk tumors. **D)** Tumor weights following ovariectomy (Ovx; n=9) compared to sham surgery (n=8), or 3 weeks of daily oral tamoxifen (n=7) or vehicle (n=5) gavage in female *Kit*^*ΔV558/+*^ mice. Medians are indicated. **E)** KIT expression by flow cytometry and representative IHC (40x, 100 μM scale) in *Kit*^*ΔV558/+*^ tumors following tamoxifen or vehicle treatment for 3 weeks. **F)** Western blot analysis of *Kit*^*ΔV558/+*^ tumors after 7 or 21 days of tamoxifen treatment. Statistical significance assessed with unpaired Student’s t-test; *p<0.05, **p<0.01, ***p<0.001.

**Figure 2:**
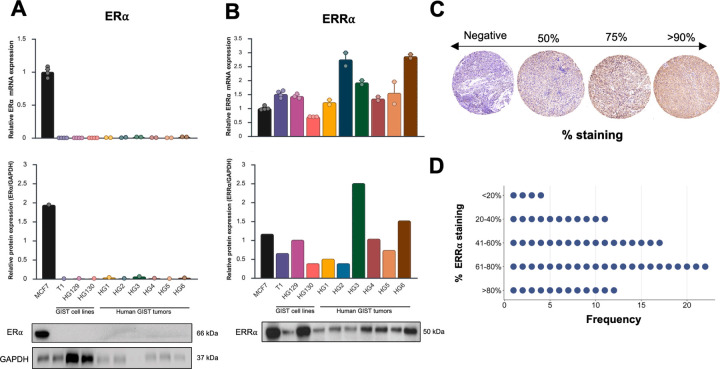
Estrogen-related receptor alpha (ERRα) is highly expressed in human GIST while ERα is absent. The human GIST cell lines (T1, HG129, HG130), human GIST tumor specimens (HG1–6), and the breast cancer cell line MCF7 were assessed. **A)** Relative ERα (*ESR1*) mRNA expression by qPCR (top) and protein levels by densitometry of western blot (bottom). **B)** Relative ERRα (*ESRRA*) mRNA expression by qPCR (top) and protein levels by densitometry of western blot (bottom). Note the GAPDH controls are the same as in panel A. **C)** ERRα immunohistochemistry of a primary human GIST tissue microarray (n=66) illustrating representative staining. Kidney tissue served as a positive control. **D)** Percent ERRα staining on the tissue microarray is shown. Data represent mean ± SEM of three independent experiments in A and B. Statistical significance assessed with Kruskal-Wallis test with Bonferroni correction for multiple comparisons.

**Figure 3:**
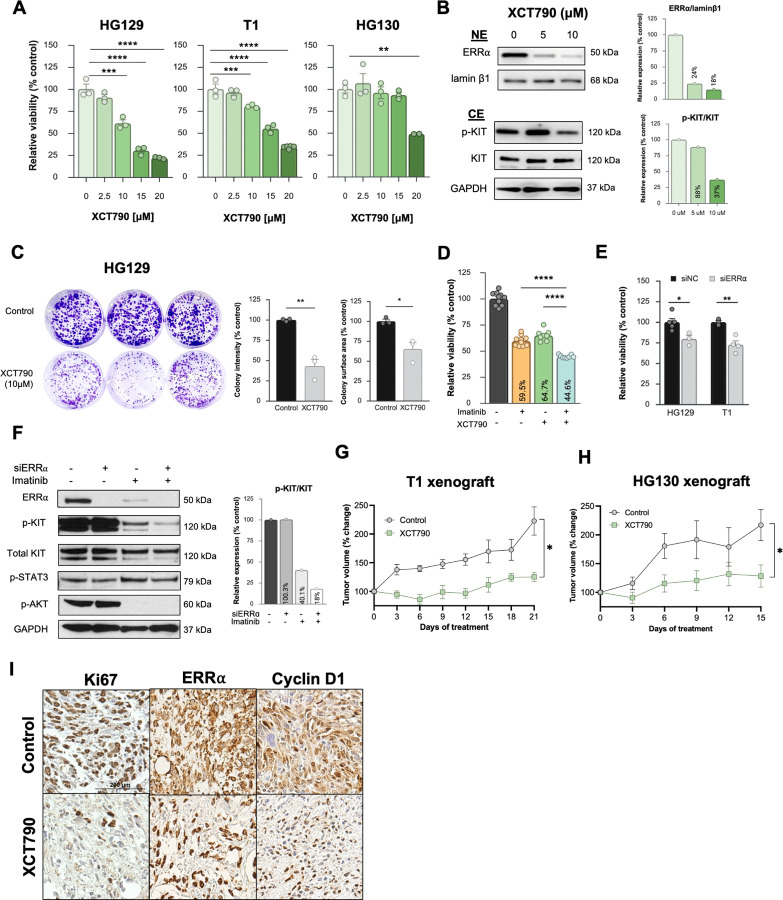
ERRα inhibition suppresses GIST cell proliferation *in vitro* and *in vivo*. Relative cell viability compared to control of: **A)** HG129, T1, and HG130 GIST cell lines treated with XCT790 for 72h. **B)** Western blot of HG129 cells after 72h treatment with XCT790 with densitometric quantification of ERRα (top, normalized to lamin-b1) and p-KIT (bottom, normalized to total KIT).**C)** Representative images of colony formation (left) and quantification of staining intensity and surface area (right) in HG129 cells treated with 10 μM XCT790 or vehicle for 48h. **D)**Relative viability of T1 cells treated with imatinib (25 nM), XCT790 (10 μM), or both for 72h. **E)**Relative viability of HG129 and T1 cells after transfection with ERRα siRNA (siERRα) or non-target control siRNA (siNC) at 48h. **F)** Western blot of HG129 cells treated with siERRα, imatinib, or both with densitometric quantification of p-KIT/total KIT. **G)**T1 xenografts were randomized to daily XCT790 5 mg/kg (n=5) or vehicle (n=4). **H)** HG130 xenografts were randomized to daily XCT790 10 mg/kg or vehicle (5 mice/group). **I)** Representative immunohistochemistry of T1 xenografts from G. Data represent mean ± SEM. Statistical significance was assessed by one-way ANOVA with Tukey’s post-hoc test (A, C) and unpaired Student’s t-test (B, F, G) *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 4:**
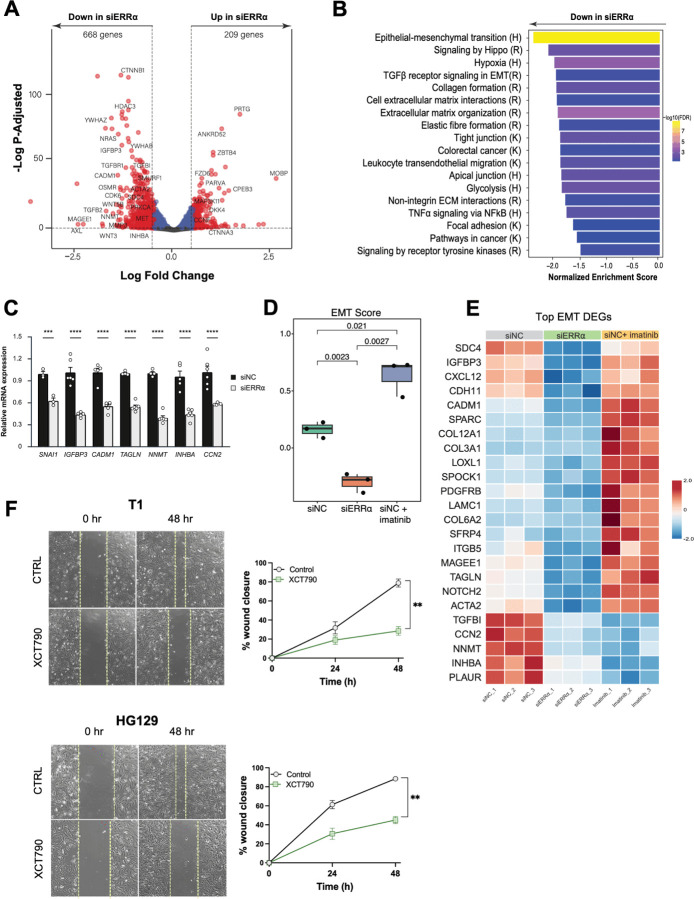
ERRα knockdown suppresses EMT. **A)**Volcano plot of differentially expressed genes (DEGs) after siRNA-mediated ERRα knockdown (siERRα) in GIST T1 cells. Dashed lines indicate log2FC = ±0.5 and padj <0.05 thresholds. Red is significant and blue is non-significant. **B)**Gene set enrichment analysis (GSEA) bar plot showing selected significantly downregulated gene sets (Hallmark, KEGG, Reactome) following ERRα knockdown, ranked by Normalized Enrichment Score (NES). **C)** Validation of RNA-seq data by qPCR of selected EMT DEGs in T1 cells after siERRα vs. knockdown of not-target control (siNC, n=3/group). **D)** EMT signature score in T1 cells following siERRα knockdown and imatinib treatment compared to siNC. **E)**Heatmap of leading-edge EMT genes from the Hallmark EMT gene set following siERRα knockdown. Color scale represents log2 fold change; Z-score normalized per gene. **F)** Representative images (left, 4x magnification) and quantification (right) from a scratch assay in T1 and HG129 cells treated with XCT790 5 mM or vehicle (n=3/group). Data represent mean ± SEM of 3 independent experiments for C and F. Statistical significance assessed with Two-way ANOVA with Bonferroni multiple comparisons test (C), Welch’s one-way ANOVA (D), and Unpaired t-test (F). *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001.

**Figure 5:**
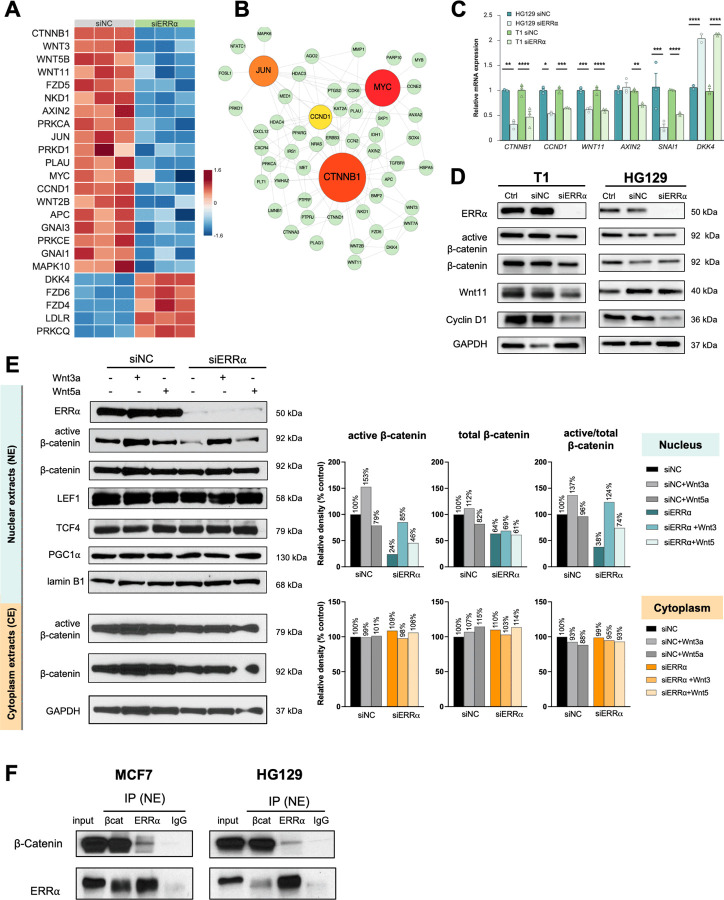
ERRα promotes EMT via regulation of Wnt/β-catenin in GIST. A) Heatmap of alterations of DEGs involved in Wnt/β-catenin signaling and gene targets following knockdown of. ERRα (siERRα) or non-target control (siNC). Color scale represents log2 fold change; Z-score normalized per gene. **B)**STRING protein-protein interaction (PPI) network of DEGs following ERRα knockdown. Node size reflects degree of interaction; β-catenin (*CTNNB1*) is highlighted as the central hub gene. **C)**qPCR validation of β-catenin (*CTNNB1*) and target gene expression in T1 and HG129 cells following ERRα knockdown (siERRα) compared to non-target control (siNC). **D)** Western blot analysis following ERRα knockdown compared to non-target and control (DMSO) groups in T1 and HG129 cells. **E)** Nuclear-cytoplasmic fractionation of T1 cells treated with siERRα or siNC, with or without Wnt3a or Wnt5a (100 ng/mL). Lamin B1 was used as a loading control in the nuclear fraction. **F)** Western blot of nuclear extracts (NE) from untreated HG129 and MCF7 cells alone (input) or after immunoprecipitation of β-catenin, ERRα, and IgG control. Data represent mean ± SEM of 3 independent experiments unless otherwise noted. Statistical significance assessed with Two-way ANOVA with Bonferroni multiple comparisons test. *p<0.05, **p<0.01, ***p<0.001.

## Data Availability

RNA-sequencing data have been deposited in NCBI’s Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE330412. Publicly obtained data analyzed in this study were obtained from GEO at GSE143547 and Sequencing Read Archive at accession PRJNA521803. All remaining data supporting the findings of this study are available within the article and its supplementary materials or from the corresponding author upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

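RNA sequencing of T1 cells gave 9 libraries, 3 each of non-target control (siNC), ERRα knockdown (siERRα) and siNC with 50 nM imatinib, harvested at 48 h. The authors aligned the reads to GRCh38 with STAR 2.7.3a and counted them per gene with featureCounts 2.0.1, and the deposited values are these raw counts, 1 column per library and 61209 gene symbols. The values are whole numbers, and no normalization had been applied to them. The annotation release, the strand setting and the handling of pairs and multi-mapped reads are not given in the sources used here. Libraries were assigned to groups by the labels of the deposit, through the S number that labels and columns share. The sample titles all carry the number 1 while the columns carry 1 to 3, so the numbers were not taken to pair libraries. The groups were compared in 3 ways, siERRα with siNC, imatinib with siNC, and siERRα with imatinib.

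Library totals ran from 37527236 to 49363002 counts. Counts near the floor, such as those of AXL after knockdown, carry a large counting error, and p-values measure only the spread between the libraries. Gene positions, types and 3' UTRs were taken from GENCODE release 44 on GRCh38 and joined by symbol.

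Counts were normalized by TMM and filtered with filterByExpr of edgeR (minimum count 10, minimum total 15), which kept 16976 genes. The main test was the robust quasi-likelihood F-test of edgeR 4.0.16 in R 4.3.3, with all 9 libraries in 1 fit and Benjamini-Hochberg adjustment over the genes tested. CPM values are normalized by TMM, and their SD is over the 3 libraries of a group. Standard errors of log2 fold changes were derived from the fold change and its F. DESeq2 1.42.0 gave the Wald statistic, rounded to 3 decimals, by which fgsea 1.28.0 (list sizes 5 to 500) ranked genes for the 39 lists, with adjustment over the lists tested in a comparison. Camera and fry of limma 3.58.1 ran on voom values. The EMT score used DESeq2 size factors, a pseudocount of 1 and, per gene, the mean of the SD and the scaled median absolute deviation as its unit. It was compared by exact permutation tests. PCA used log2 CPM with a prior count of 2 and the 500 most variable genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 served for the 3' UTR search, tables and figures.

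For the 3' UTR search, each 7-base sequence was tested for whether genes that hold it in the 3' UTR of the canonical transcript (protein-coding genes, at least 50 bases, 12740 genes) were lower or higher than others, in a regression of the log2 fold change (limited to 2 in either direction) with the length and GC content of the 3' UTR as covariates. Expected counts of heptamer genes came from 10000 draws of genes with 3' UTRs of like length. The gene lists were written from background knowledge, since no pathway collection was among the sources used here.

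Genes were named by a rule set in advance. It takes ESRRA in every library, every gene the paper names from its RNA-seq or labels in Fig. 4A, 4C, 4E, 5A, 5B or 5C as far as legible, for each comparison the 12 DEGs that rose most and the 12 that fell most among protein-coding or paper-named genes with an average of at least 1 CPM and no overlap between the groups, up to 4 members with the smallest p in each list, and every member of lists of at most 8 genes. The results of 1 gene are not reported here. The alternatives were DESeq2 size factors in edgeR, the DESeq2 Wald test, limma-voom, no filter or at least 10 counts in every library, a fit of the 6 libraries compared, other fold thresholds, counts thinned to the smallest total, the library numbers as a replicate block, other list tests, other forms of the EMT score and each library left out in turn. The methods were tested on simulated data, in which edgeR called 74% of 100 genes changed by 0.7 on the log2 scale and 80% of 100 changed by 1, with 4 false calls, and the 3' UTR regression returned −0.0508, −0.103 and −0.184 for effects of −0.05, −0.1 and −0.2 planted in permuted fold changes. In a simulation with 85 of the 170 Hallmark EMT members changed, fgsea gave that list an NES of −4.02. It also called 8 other lists, with 35 lists tested, so calls of several lists need not be separate results. A deposited table of group labels held no measurement and was not used, and no library was left out.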

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

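Chosen only after the results were seen were the tests on genes that hold neither hexamer, on known ERRα targets without ESRRA, on the Hippo and TGFβ lists without heptamer genes, with members removed at random, on the heptamer in genes outside the lists and on other splits of the libraries, and so was the use of an estimated correlation, an alternative set in advance, as a test of correlation between genes.

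Genes whose 3' UTR holds the heptamer ATGTTCT were lower after ERRα knockdown by a log2 coefficient of −0.167 (t = −20.1, the most negative of all heptamers). The paper's text does not report this signal, which stands beside a surplus of lower DEGs (72.7%). The signal takes in 7 of the 12 genes that the paper names as lower (3.32 expected by length). This count is a description, since these genes were picked as lower and 40.6% of the lower DEGs with a searched 3' UTR hold the heptamer. Pairing of the siRNA's seed with these 3' UTRs is a candidate explanation. This t was 2.03 times the most negative t with imatinib, which another heptamer (TATTTAT) gave, and the most negative t in 20 permutations was −5.16. With imatinib the heptamer ATGTTCT itself had t = 0.85. Taken singly, the siERRα libraries S4, S5 and S6 gave t = −18.6, −19.7 and −18.3, and the siNC and imatinib libraries −1.84 to 1.17. ESRRA holds the heptamer, as it does 11.4% of all heptamers, in the coding sequence of exon 6 (chromosome 11, 64315235 to 64315241, GGAGCGAGAGGAGTATGTTCTA). Pairing through this heptamer does not account for the whole surplus. Among genes whose 3' UTR holds neither hexamer of the heptamer, 69.8% of DEGs were lower (exact 95% interval 64.3 to 74.8). Pairing through another sequence was not tested and stays open. TCTCAAG (t = −6.54) and CTCAAGG (t = −6.35, held by ESRRA) also lay beyond the permuted −5.16, though short of the −9.9 that TATTTAT reached with imatinib. A trend on GC content and length does not account for the surplus either, with 73.0% lower after its removal (998 lower and 370 higher by a normal test of the fold change over its standard error). Loss of ERRα activity stays open, because known ERRα targets without ESRRA had an NES of −1.44 (adjusted p = 0.141) and the libraries hold a single siRNA treatment and no rescue. The paper describes ERRα as a regulator of metabolism, mainly in tissues with PGC-1 coactivators. Oxidative phosphorylation genes passed without ESRRA (NES −1.77, adjusted p = 0.00415 from fgsea), though not with an estimated correlation (0.743). Without heptamer genes as well, an alternative chosen after seeing the data, their NES was −1.94 (adjusted p = 0.00119), while TCA cycle genes did not pass (0.0754). Of the 784 lower DEGs with a searched 3' UTR 318 hold the heptamer, where 172 are expected by length, a description since the heptamer was chosen on these fold changes, and the paper's text does not name the siRNA sequence that would decide whether the heptamer is its seed match.

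The Hallmark EMT list was enriched toward lower genes after knockdown (NES −2.22). Seed pairing through this heptamer does not account for the whole of it, since the NES was −2.32 (adjusted p = 1.71e-11) without all genes that hold the heptamer, 32 of its members among them, and −2.09 with only these members removed. A part stays open, since removal of as many members at random gave an NES as weak in 6 of 200 draws (permutation p = 0.0348), whereas 27 of the 170 members tested hold the heptamer, where 28.9 are expected by length. Whether correlation between the genes of the list adds to the enrichment stays open. The test with an estimated correlation (adjusted p = 0.255) cannot decide this, since no list passed it in this comparison. Lists with a negative estimated correlation failed too, such as smooth muscle markers (−0.0536, adjusted p = 0.255 from camera, against 0.00364 with the preset correlation). Loss of ERRα activity, or another effect of the siRNA that does not run through the heptamer, may underlie the decrease and was not tested further.

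CTNNB1 was lower after knockdown and the Hippo and TGFβ lists were enriched toward lower genes (adjusted p = 0.255 and 0.255 with an estimated correlation), and the 3' UTR of CTNNB1 holds 1 copy of the heptamer, which seed pairing needs, though 13.2% of the 2418 genes with a copy were lower DEGs against 4.51% of the 10322 without. Without heptamer genes the Hippo list had an adjusted p of 0.134 and the TGFβ list of 0.118, and removal of only their heptamer members gave an NES of −1.40 and −1.30. Removal of as many members at random gave a median NES of −1.71 and −1.66, as weak as without these members in 9 and 1 of 200 draws (permutation p = 0.0498 and 0.00995, for a heptamer that was also the most negative over the 11832 genes in no list, t = −19.4), and the draws as weak were 0 of 200 for junctions (0.00498, the smallest that 200 draws give) and 32 of 200 for YAP/TAZ targets (0.164). Seed pairing is a candidate explanation for part of both enrichments and, with a copy that alone decides nothing, for CTNNB1, while genes without the heptamer, such as TGFBR1, CCN2 and PARD3, were lower too. Regulation of these genes by ERRα stays open, and a second siRNA or a rescue with ERRα would be needed to separate it from seed pairing.

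The remaining results are signals in lists for which the paper's text gives no result. The text does discuss individual members such as CCND1 and MYC (KIT/MAPK output), and Fig. 5B draws JUN (TNF-α/NF-κB) as a hub. The oxidative phosphorylation list was enriched toward lower genes after knockdown (NES −1.77, adjusted p = 0.00415 from fgsea, and 0.743 with an estimated correlation). Mitochondrially encoded genes were higher with imatinib, at a median log2 fold change of 0.754 (adjusted p = 0.216 with an estimated correlation). KIT/MAPK output genes were enriched toward lower genes with imatinib (NES −2.19, adjusted p = 1.75e-07 from fgsea, and 0.103 with an estimated correlation). TNF-α/NF-κB genes were too (NES −2.16, adjusted p = 4.55e-07 from fgsea, and 0.103 with an estimated correlation).

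Of 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Each group of any other split mixes 2 libraries of 1 treatment with 1 of the other, which raises the spread, lowers the number of calls and keeps part of the real contrast, so these splits are no measure of chance. The real split gave 1233 DEGs for siERRα against siNC, 2988 for imatinib against siNC and 4468 for siERRα against imatinib, and the highest other split gave 0 in each, so 1 of 10 splits was as large. EMT genes called numbered 70, 137 and 133 in the real splits and at most 0 in the others, again 1 of 10. The absolute NES of the EMT list was 2.22 for knockdown, reached by 3 of 10 splits (highest other 2.41), and 1.84 for imatinib, reached by 5 of 10 (highest other 2.26). All 9 other splits lay in the real direction, with an adjusted p under 0.05 in 7 for knockdown and 6 for imatinib.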

How the results depend on the processing

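Leaving out heptamer genes was chosen only after the results were seen. No called result reversed under any alternative. With each library left out in turn, DEGs numbered 1111 to 1331 for siERRα against siNC, 2712 to 3126 for imatinib against siNC and 4327 to 4605 for siERRα against imatinib. For siERRα against siNC there were 1062 with DESeq2 (1059 of them among the 1233), 1225 with limma-voom and 872 without heptamer genes. The fold threshold moved the counts by its construction, to 4064, 7072 and 8865 with none (in the order above) and to 275, 1000 and 1717 at an absolute log2 fold change of at least 1. Without it 52.5% of the genes called after knockdown were lower. With the library numbers as a replicate block the counts were 1199, 2959 and 4438. Same-numbered libraries had r of −0.0996 to 0.147 and others of −0.133 to 0.0926 (across genes), with the 2 highest of all in same-numbered siERRα and imatinib libraries (0.147 and 0.095).

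The EMT list kept its direction. With an estimated correlation it no longer passed after knockdown (adjusted p = 0.255) or with imatinib (0.216). The ranges with a library left out were 5.93e-12 to 1.83e-09 and 1.01e-07 to 3.76e-06, and fry, which tests a list against no change and not against the other genes, gave 0.00347 and 0.000308. The difference in EMT score after knockdown ran from −0.498 to −0.419 with a library left out, and from −0.531 to −0.42 with other forms of the score. With imatinib it ran from 0.336 to 0.584 with a library left out (0.584 without S17), and was 0.608 with counts on the linear scale, where the cause was not tested. Over the 3 groups the exact permutation p was 0.00357 to 0.00714. EMT genes higher with imatinib numbered 85 to 97 with a library left out, 62 with a fold threshold of 0.5, which lowers the count by construction, and 112 by direction alone. Across genes, r between the responses to knockdown and imatinib was −0.0863 at an average of at least 10 CPM against 0.0101 over all genes, where the cause was not tested. The first component held 53.6% of the variance over all genes tested.

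Members called over all lists numbered 261 to 352 after knockdown and 482 to 579 with imatinib with a library left out. Counts of single lists moved by over 1.5 times in 114 cases after knockdown and 44 with imatinib, mostly small counts. Without heptamer genes 4 further lists no longer passed after knockdown, Hippo (0.134), TGFβ (0.118), tight and apical junctions (0.217) and hypoxia (0.245), TNF-α/NF-κB genes passed (0.0302), and 3 lists had too few genes left. Of 169 named genes called after knockdown 158 were called in every setting, and 175 of 187 with imatinib. With counts thinned to the smallest total there were 1222 DEGs after knockdown (1132 of them among the 1233) and 2983 with imatinib (2881 among the 2988), and genes under 1 CPM, such as AXL and MPP3 after knockdown, have imprecise folds.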

Differences from the paper's values

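All tests in this part are the main tests and the alternatives, and none was chosen after the results were seen. At the thresholds the paper states, 336 genes were upregulated after ERRα knockdown, where the paper's reported value is 209. The counts lay within 1.5 times the paper's value with the DESeq2 Wald test (275), with at least 10 counts in every library (269), with the 6 libraries compared (312) and without siNC S1 (292), S2 (288) or S3 (268) or siERRα S4 (293) or S6 (303). They did not with DESeq2 size factors in edgeR (333), no filter (347), limma-voom (333), thinned counts (323), the replicate block (318), no fold threshold (1931) or a threshold of 1 (76), nor without siERRα S5 (384) or imatinib S16 (327), S17 (326) or S18 (315). The totals of 1233 DEGs and 897 downregulated genes lay within 1.5 times the paper's 991 and 668. The paper's 668 and 209 do not add up to its 991.

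Of the 4 genes that the paper names as upregulated by imatinib, NOTCH2, PDGFRB and IGFBP3 were higher and CDH11 did not pass (log2 fold change 0.05, adjusted p = 0.417 from edgeR). By quantitative PCR the paper reports lower SNAI1 after knockdown (Fig. 4C and 5C), and in the sequencing of T1 cells SNAI1 had a log2 fold change of −0.04 (adjusted p = 0.788), while the other 6 genes of Fig. 4C were lower DEGs and CCND1, WNT11 and AXIN2 of Fig. 5C were lower and DKK4 higher. Of the 24 genes drawn in Fig. 4E 21 were lower after knockdown, and COL3A1 (−0.01, adjusted p = 0.959), COL6A2 (−0.27, adjusted p = 0.123) and SFRP4 (−0.20, adjusted p = 0.0698) did not pass. COL6A2 passed with no filter (adjusted p = 0.00441), with the 6 libraries compared (0.00738) and without imatinib S16 (0.00471), and SFRP4 with at least 10 counts in every library (0.0482) and without siNC S3 (0.0318). In Fig. 4A the label of PARVA stands on the side of higher genes, whereas PARVA was lower (−0.61) and the other 33 labelled genes tested lay on the side drawn. The labels were read by eye, and that of PARVA may belong to another point.

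The paper names a collagen gene set among those suppressed, and the collagen list used here, which is not that gene set, did not pass (NES −1.21, adjusted p = 0.325), while collagen-modifying enzymes did (NES −1.87, adjusted p = 0.00482, and 0.255 with an estimated correlation). The paper names β-catenin signaling among the pathways suppressed, and the Wnt/β-catenin list used here, which is not the paper's gene set, did not pass (NES −1.19, adjusted p = 0.325), while CTNNB1 and each of the 19 genes drawn as lower in Fig. 5A were lower. This list holds antagonists such as DKK4 and NKD1 beside activators, so its NES does not measure pathway activity. By western blot the paper reports less total and active β-catenin, and protein was not measured here.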

Other observations

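The test of known ERRα targets without ESRRA was chosen only after the results were seen. Of the KIT/MAPK output genes tested, 3 were higher and 21 lower of 27 with imatinib (3 and 22 when adjusted over the list alone; adjusted p = 0.103 with an estimated correlation). The phosphatase gene DUSP6 fell from 146 ± 0.955 to 42.1 ± 2.41 CPM (SD, n = 3 each; log2 fold change −1.79, adjusted p = 1.74e-13 from edgeR) and SPRY2 from 265 ± 3.15 to 114 ± 5.50 CPM (SD, n = 3 each). Among protein-coding DEGs with an average of at least 1 CPM and no overlap between the groups, the largest decreases were in VGF (−3.48), the urokinase gene PLAU (−3.48), GDF15 (−3.30) and PTGS2 (−3.16), then in ARC (−3.08), SH2D5 (−3.04), MMP10 (−2.92), PCDH12 (−2.88), HSPA6 (−2.82), LIF (−2.78), HRK (−2.64) and TNFRSF11B (−2.60). MMP10 and HRK hold 1 copy of the heptamer each. Among the same DEGs the largest increase was in MYOCD, a coactivator of smooth muscle genes, from 0.559 ± 0.0877 to 7.72 ± 1.59 CPM (SD, n = 3 each; 3.77, adjusted p = 1.13e-10 from edgeR). It was followed by ITGB1BP2 (3.10), GNG7 (2.78), LEFTY2 (2.68), RARB (2.64), PODN (2.59), COL8A2 (2.51), STON1 (2.42), ENTPD2 (2.37), C1QTNF7 (2.32) and COL14A1 (2.32). In all there were 2988 DEGs with imatinib, 1797 higher and 1191 lower. The 4468 DEGs between siERRα and imatinib included MYOCD (−4.01), COL8A2 (−3.90), VGF (3.45) and MOBP (2.89).

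TNF-α/NF-κB genes had 1 higher and 18 lower of 23 with imatinib (adjusted p = 0.103 with an estimated correlation). The respiratory chain genes of the mitochondrial genome rose, 11 higher and 1 lower of 13 (NES 1.89, adjusted p = 9.52e-05, and 0.216 with an estimated correlation), with MT-CO1 at 2659 ± 61.9 CPM against 1045 ± 120 CPM (SD, n = 3 each), whereas nuclear oxidative phosphorylation genes had 4 higher and 20 lower of 79 (NES −1.76, adjusted p = 0.000541, and 0.623 with an estimated correlation). Cholesterol synthesis (12 higher and 1 lower of 23; NES 1.73, adjusted p = 0.0107, and 0.216 with an estimated correlation), histone deacetylases (6 higher and 0 lower of 10; NES 1.60, adjusted p = 0.0376, and 0.196 with an estimated correlation) and lysosome genes (13 higher and 5 lower of 27; NES 1.58, adjusted p = 0.0376, and 0.196 with an estimated correlation) were enriched toward higher genes. For histone deacetylases, 0 were lower also with DESeq2 and limma-voom, and 1 at an unadjusted p under 0.05. The stress response of ATF4 (5 higher and 13 lower of 23; NES −1.61, adjusted p = 0.0376, and 0.103 with an estimated correlation) and glycolysis (3 higher and 12 lower of 22; NES −1.56, adjusted p = 0.0452, and 0.235 with an estimated correlation) were enriched toward lower genes, led by DDIT3 (−1.71), PPP1R15A (−1.91), SLC2A3 (−1.50) and HK2 (−0.80). The Wnt/β-catenin pathway list was enriched toward higher genes, 24 higher and 9 lower of 66 (adjusted p = 0.0376, and 0.303 with an estimated correlation), with SFRP1 (0.85), KREMEN1 (0.79), FZD1 (0.63), WNT11 (0.66) and AXIN2 (0.66) higher, FZD6 (−0.90) lower, and its target genes 10 higher and 8 lower of 30 (NES −1.24, adjusted p = 0.239).

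The other lists did not pass with imatinib. Their NES and adjusted p from fgsea were 1.55 and 0.0715 for smooth muscle markers, 1.42 and 0.124 for laminins and integrins, 1.30 and 0.144 for junctions, 1.26 and 0.198 for focal adhesion, −1.26 and 0.244 for YAP/TAZ targets and 0.803 and 0.806 for Hippo. They were 1.39 and 0.112 for the cell cycle, −0.768 and 0.808 for cell cycle inhibitors, −1.22 and 0.3 for the BCL2 family, 1.18 and 0.324 for interferon genes, −1.44 and 0.114 for hypoxia, −1.45 and 0.114 for the TCA cycle and 1.04 and 0.47 for fatty acid oxidation. They were −1.30 and 0.205 for 14-3-3 proteins, −1.14 and 0.394 for EMT transcription factors, −1.08 and 0.418 for epithelial markers, −1.50 and 0.0715 for known ERRα targets and 1.15 and 0.37 for GIST and interstitial cell of Cajal genes. The apoptosis gene BCL2L11 was higher (0.86) and CCNB1 lower (−0.98).

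Genes that mark GIST were not enriched toward lower genes after ERRα knockdown. KIT stood at 1366 ± 102 CPM against 1305 ± 29.1 CPM in siNC (SD, n = 3 each; adjusted p = 0.476 from edgeR), while ETV1 (0.29, adjusted p = 0.00226) and FOXF1 (0.27, adjusted p = 0.00135) were higher, and the list had 5 higher and 1 lower of 18 (NES 1.53, adjusted p = 0.0872). With imatinib KIT (0.23) and ETV1 (0.55) were higher, and FOXF1 was lower (−0.15, adjusted p = 0.0361), a call lost without S2, S3, S17 or S18 (adjusted p = 0.0585 to 0.132) or with no filter (0.0505). Of the cofactors studied as proteins, TCF7L2 (0.17, adjusted p = 0.161) and PPARGC1A (0.42, adjusted p = 0.474) did not pass after knockdown, and LEF1, whose 3' UTR holds 1 copy of the heptamer, was lower (−0.23, adjusted p = 0.0372), a call lost without S1, S2, S3, S4 or S6 (adjusted p = 0.059 to 0.142) or with no filter (0.0709). ESRRA was lower with imatinib, at 77.6% of siNC (−0.37, adjusted p = 0.00383). ESR1 and PGR are listed at 0 CPM in siNC, and ESR2 (0.106 CPM), ESRRB (0.0236 CPM) and ESRRG (0.0132 CPM) were too low to test. In the list of these receptors with the ERRα coactivators 3 genes were tested with edgeR, of which ESRRA was lower after knockdown (NES −1.65, adjusted p = 0.0184) and 2 were lower with imatinib (NES −1.32, adjusted p = 0.205).

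Known ERRα targets had 3 higher and 7 lower of 25 after knockdown (3 and 8 when adjusted over the list alone; NES −1.78, adjusted p = 0.0098, and 0.493 with an estimated correlation), which rested on ESRRA itself, since without it the NES was −1.44 (adjusted p = 0.141). Among oxidative phosphorylation genes 12 of 79 were lower and 1 higher, with UQCRC2 falling from 161 ± 3.74 to 111 ± 4.06 CPM (SD, n = 3 each) and SDHD by a log2 fold change of −0.55. The enzymes of the TCA cycle split into SUCLA2 (−0.62) and PDHX (0.63), and the list did not pass (2 higher and 10 lower of 25; NES −1.56, adjusted p = 0.0725). Mitochondrially encoded genes were enriched toward higher genes (5 higher and 0 lower of 13 with edgeR, but 1 higher without S1 or S4, 2 without S5, 3 without S2 or S18 and 9 without S3, 8 higher and 0 lower at an unadjusted p under 0.05, 5 and 0 with DESeq2, 8 and 0 with limma-voom; NES 1.76, adjusted p = 0.0105, and 0.563 with an estimated correlation). Hypoxia genes were enriched toward lower genes (2 higher and 6 lower of 35; NES −1.64, adjusted p = 0.0243, and 0.255 with an estimated correlation), with VLDLR (−0.71) holding 3 copies of the heptamer. Of 14-3-3 proteins YWHAZ and YWHAB, which hold the heptamer, and YWHAE were lower and YWHAG (0.20), which holds it too, higher (NES −1.53, adjusted p = 0.0563).

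No call was reached for the other lists after knockdown. Their NES and adjusted p from fgsea were −1.50 and 0.0971 for TNF-α/NF-κB genes, −1.40 and 0.195 for cell cycle inhibitors, −1.25 and 0.347 for histone deacetylases and −1.18 and 0.347 for fatty acid oxidation. They were −1.14 and 0.379 for KIT/MAPK output, −1.13 and 0.387 for glycolysis, −1.05 and 0.48 for the ATF4 response, −1.0 and 0.529 for interferon genes (with IFI44 (−1.72) and OAS2 (−1.66) lower, each with 1 copy of the heptamer), 0.975 and 0.542 for cholesterol synthesis, 1.01 and 0.529 for lysosome genes and 0.867 and 0.658 for the BCL2 family. Cell cycle genes had 16 higher and 7 lower of 49 (adjusted p = 0.0531), CCNE2 (0.85) among the higher. Lists of other cell types had few genes tested with edgeR, 1 immune, 4 endothelial and 3 neural markers, and their NES and adjusted p were −0.870 and 0.658, 1.2 and 0.347 and 1.12 and 0.433 after knockdown and −0.721 and 0.808, −0.733 and 0.808 and −1.31 and 0.205 with imatinib.

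Over all genes the responses to knockdown and imatinib had r = 0.0101 and a covariance of 0.002, across genes that are not independent replicates. Simulated libraries with no response but the same shared controls gave r = 0.488 on average (0.458 to 0.508 in 50 simulations) and a covariance of 0.0187 (0.017 to 0.0198), so the observed covariance differed from the simulated one by −0.0167. Of the DEGs, 173 were lower after knockdown and higher with imatinib, where 95 are expected of independent lists, and 61 were higher and lower (23.6 expected), against 117 lower with both (62.9) and 42 higher with both (35.6).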
